# Comparative analysis of DNA methylome and transcriptome of skeletal muscle in lean-, obese-, and mini-type pigs

**DOI:** 10.1038/srep39883

**Published:** 2017-01-03

**Authors:** Yalan Yang, Guoming Liang, Guanglin Niu, Yuanyuan Zhang, Rong Zhou, Yanfang Wang, Yulian Mu, Zhonglin Tang, Kui Li

## Abstract

DNA methylation plays a pivotal role in biological processes by affecting gene expression. However, how DNA methylation mediates phenotype difference of skeletal muscle between lean-, obese-, and mini-type pigs remains unclear. We systematically carried out comparative analysis of skeletal muscle by integrating analysis of genome-wide DNA methylation, mRNA, lncRNA and miRNA profiles in three different pig breeds (obese-type Tongcheng, lean-type Landrace, and mini-type Wuzhishan pigs). We found that the differentially methylated genes (DMGs) were significantly associated with lipid metabolism, oxidative stress and muscle development. Among the identified DMGs, 253 genes were related to body-size and obesity. A set of lncRNAs and mRNAs including *UCP3, FHL1, ANK1, HDAC4,* and *HDAC5* exhibited inversely changed DNA methylation and expression level; these genes were associated with oxidation reduction, fatty acid metabolism and cell proliferation. Gene regulatory networks involved in phenotypic variation of skeletal muscle were related to lipid metabolism, cellular movement, skeletal muscle development, and the p38 MAPK signaling pathway. DNA methylation potentially influences the propensity for obesity and body size by affecting gene expression in skeletal muscle. Our findings provide an abundant information of epigenome and transcriptome that will be useful for animal breeding and biomedical research.

The domestic pig (*Sus scrofa*), an economically important farm animal, is widely used in biomedical research and comparative genome studies, because of physiological (the organs of the pig are similar in size to those of humans), metabolic, and genomic similarities with humans^1^,^2^,^3^,^4^. Long-term artificial selection and intensive breeding programs have resulted in considerable phenotypic diversity of skeletal muscle in domestic pig, which promote domestic pig as an ideal model organism for studies aimed at understanding the molecular mechanisms of muscle development, human stature, obesity, and muscle-related diseases. Skeletal muscle is the most abundant tissue in the human body and is highly metabolically active^5^,^6^. Skeletal muscle is highly heterogeneous, it is composed of fibers with different morphological, contractile and metabolic characteristics including slow-oxidative (type I and IIa) and fast-twitch glycolytic (type IIb) fibers^7^. Muscle mass is determined by the number of muscle fibers and their size. Variations in muscle fiber type composition influence energy metabolism, glucose utilization, muscular endurance and animal meat quality^8^,^9^,^10^. Significant differences in meat quality and muscle mass, which are affected by muscle fiber characteristics and intramuscular fat content, exist among pig breeds^11^,^12^. For example, in comparison with lean-type breeds (e.g., western commercial breeds such as Yorkshire and Landrace (LD)), obese-type breeds (e.g., Chinese indigenous pigs breeds such as Tongcheng (TC), Meishan and Lantang) have more type I and less type IIb fibers, smaller muscle fiber diameter and fewer myofibers^13^,^14^; moreover, obese-type breeds exhibit greater intramuscular fat content^15^,^16^. In contrast, miniature pigs (e.g., Chinese native Wuzhishan (WZS) and Bama pigs) have much less muscle mass and growth rate than obese- and lean-type pigs^17^. A comprehensive understanding of the genetic basis of skeletal muscle performance is crucial for animal breeding and human biomedical research related to muscle.

Transcriptome analysis of prenatal skeletal muscle revealed that the gene expression profiles of TC and LD pigs differed significantly. In particular, TC pigs exhibited a slower muscle growth rate and more complicated molecular changes, while the expression levels of genes associated with increasing cellular growth and myoblast survival were comparatively up-regulated in LD pigs^18^. Recently, our group integrated miRNA and mRNA expression profiles of prenatal and adult skeletal muscle from TC, LD, and WZS pigs, revealing that the myoblast proliferation phases of LD and TC pigs were longer than that of WZS pigs^19^,^20^. Zhao *et al*. found that the myogenic regulatory factors and myocyte enhancer factor 2 gene families are critical mediators of phenotypic differences between Lantang and LD pigs; moreover, in comparison with LD pigs, myogenesis was initiated earlier, but progressed more slowly in Lantang pigs^14^. Another study showed that muscle fiber formation in TC pigs began earlier than muscle fiber formation in Yorkshire pigs, while the muscle maturation process was comparatively more complicated in young Yorkshire piglets^13^. These studies have illuminated the genetic basis of the phenotype of skeletal muscle and identified candidate genes related to muscle development. However, transcriptome information alone cannot fully explain the molecular mechanisms underlying phenotypic variation observed in skeletal muscle.

Epigenetic factors (e.g. miRNA, lncRNA, and DNA methylation) regulate gene expression and serve as key regulators of skeletal muscle development, metabolism, and other processes^21^,^22^,^23^,^24^. Genome-wide analyses of miRNAs and lncRNAs have been performed to explore phenotypic variation of skeletal muscle in pigs^19^,^20^,^25^,^26^,^27^. Several miRNAs and lncRNAs associated with muscle development have been identified, including miRNA-1/206, miRNA-133, miRNA-155, miRNA-127, miRNA-148a, Malat1 and H19^28^,^29^,^30^,^31^,^32^. DNA methylation is an epigenetic modification in which a methyl group is covalently attached to the fifth carbon of cytosine residues^33^. DNA methylation in the promoter region and gene body can stably alter gene expression; this process is an important influence on developmental and tissue-specific gene expression^34^,^35^.

In comparison other tissue types, skeletal muscle exhibits a specific DNA methylation signature^36^,^37^. Hypermethylation is generally abolished during myogenic terminal differentiation and hypomethylation has very strong associations with genes related to contractile fiber^38^. Several studies have been performed to explore the genome-wide methylation profiling in pig muscle and other tissues using reduced representation bisulfite sequencing (RRBS)^39^,^40^ or methylated DNA immunoprecipitation sequencing (MeDIP-seq) methods^41^,^42^. Jin *et al*. reported that genes involved in aging processes exhibited gene body hypomethylation in the *longissimus dorsi* muscle in middle-aged pigs in comparison with the young pigs^41^. Li *et al*. carried out genome-wide DNA methylation profiling in adipose and skeletal muscle tissues from three pig breeds, revealing that differentially methylated regions in promoters were highly associated with obesity development via repressing expression of known obesity-related genes and novel genes^42^. However, the mechanisms through which epigenetic regulation influence muscle performance in mammals remain largely unclear; the mechanisms underlying phenotypic variation in skeletal muscle may be revealed by assessing genome-wide DNA methylation signatures together with the transcriptome (including mRNA, lncRNA and miRNA), allowing candidate genes to be identified and assessed in future studies.

In this study, we performed DNA methylome profiling of porcine skeletal muscle in obese-type TC, lean-type LD, and mini-type WZS pigs using MeDIP-seq. Integrated analysis of genome-wide DNA methylation and transcriptome was performed to reveal the manner in which DNA methylation may regulate muscle performance by affecting gene expression. We also constructed miRNA-mRNA-methylation interaction networks to illuminate the potential epigenetic mechanisms determining the phenotype of skeletal muscle in the domestic pig. Our study provides an empirical basis for further development of the domestic pig as a model organism for studies aimed at understanding human growth, obesity, and muscle-related diseases.

## Results

### Overview of genome-wide DNA methylation profiling

In order to understand the effects of DNA methylation on phenotypic variation of skeletal muscle, we firstly carried out MeDIP-seq analysis in skeletal muscle from obese-type TC, lean-type LD, and mini-type WZS pigs. After removing the contaminated, low quality and adaptors sequences, approximately 61 million clean reads were obtained for each library. Quality control checks suggested that the clean sequences were of high quality (Figure S1). Analysis of TC, LD, and WZS pigs showed that 83.82%, 85.52%, and 84.36%, respectively, of the clean sequences were mapped to the *Sus scrofa* reference genome (version 10.2). Saturation analysis showed that the sequencing depth of the MeDIP-seq data was sufficient for further study (Figure S2). Coverage analysis revealed that approximately 80% of all CpGs in the *Sus scrofa* genome were covered at least one-fold, whereas nearly 50% of CpGs were covered more than 5-fold (Figure S3). Next, we evaluated methylation profiles around gene body regions. As expected, a similar pattern of canonical genic DNA methylation was observed among the selected pig breeds. Generally, the DNA methylation pattern around the transcription start site (TSS) showed a V-shaped curve in all three breeds, after a sharp increase in methylation in the 5′-region of the gene body, the methylation level remained relatively constant until the transcription ending site (TES), whereas hypomethylation was observed at the 3′-ends of genes (Fig. 1A). These findings were in concordance with previous reports regarding pigs^39^,^43^,^44^. CpG islands (CpGi) showed significantly reduced methylation in comparison with that of CpGi shores or CpGi shelfs (Fig. 1B). We performed correlation analysis of the DNA methylome in different genomic elements across breeds, revealing a strong positive correlation (r = 0.75–0.94, all P-values are less than 2.2e-16) across breeds in all genomic elements (Figure S4). The 5′- and 3′-untranslated regions (UTRs) exhibited lower correlation coefficients in comparison with those of other regions, indicating low conservation of methylation in UTR regions across breeds. Intronic regions exhibited stronger correlations across breeds in comparison with those of other intragenic elements. Moreover, in comparison with CpGi shores and CpGi shelfs, CpGi methylation was less conserved across breeds (Figure S4).

### Comparison of DNA methylation among breeds

Clustering analysis of the DNA methylation profiles of mRNAs, lncRNAs, and miRNAs showed that TC and LD pigs were clustered together first, after which they were clustered with WZS pigs (Fig. 1C), indicating that the DNA methylation statuses of TC and LD pigs were more similar to each other than to that of WZS pigs. The DNA methylation profiles between breeds are consistent with their expression profiles of mRNAs, lncRNAs, and miRNAs (Fig. 1C). These findings suggest that DNA methylation might contribute to the gene expression profiles of TC, LD, and WZS pigs.

To further compare the DNA methylation profiles of the selected breeds, the MEDIPS package^45^ was used to identify differentially methylated regions (DMRs) (FDR < 0.05) across breeds. After merging significant neighboring windows, we detected 5,979 DMRs (3,801 hypermethylated and 2,178 hypomethylated regions), 5,148 DMRs (2,931 hypermethylated and 2,217 hypomethylated regions), and 9,107 DMRs (4,404 hypermethylated and 4,703 hypomethylated regions), respectively, in the TC vs. LD, TC vs. WZS, and LD vs. WZS comparisons (Fig. 2A, detailed list of DMRs in Tables S1–S3). The LD vs. WZS comparison yielded more DMRs than were produced by the other comparisons, indicating that the WZS and LD groups had the greatest differences in DNA methylation patterns among the selected breeds. Interestingly, our transcriptome analysis of skeletal muscle identified more differentially expressed mRNAs and miRNAs between the LD and WZS breeds than were identified in the TC vs. LD and TC vs. WZS comparisons, whereas the LD and TC breeds had the most similar gene expression profiles among the three breeds^19^,^46^. These findings suggest that mini-type and lean-type pigs are less closely related than either breed is to obese-type pigs. Notably, comparison analysis of DMRs between breeds showed that both LD and WZS pigs had more hypomethylated regions than hypermethylated regions when compared with TC pigs (Fig. 2A). The distribution of DMRs showed that the majority of DMRs were located at intergenic and intron elements (Fig. 2B–D).

### Validation of MeDIP-seq data by bisulfite sequencing

We randomly selected ten regions to confirm the reliability of the MeDIP-seq data by bisulfite sequencing PCR (BSP) with additional skeletal muscle samples. These regions included one region with a relatively high level of methylation in the *RHBDF1* gene (Figure S5), one region with a moderate level of methylation in the *COL5A1* gene (Figure S6), one region with a low level of methylation in the promoter of the ENSSSCG00000000890 gene across all three pig breeds (Fig. 3A), and 6 DMRs between different pig breeds (Fig. 3B–D, Figures S7–S10). The methylation differences of several DMRs (Figures S7–S10) validated by BSP were smaller than the results of MeDIP-seq, but the trend tended to be quite consistent, these differences could be explained by the methylation variation across different individuals within breeds. Overall, the results of bisulfite sequencing PCR were in good agreement with our MeDIP-seq data, indicating that the methylation data from MeDIP-seq were reliable for further study.

### Differentially methylated genes and function annotation

We mapped DMRs to genes based on their genomic location, a total of 3,054 differentially methylated genes were identified (Fig. 4A). Of these, 1,415 genes (corresponding to 1,009 hypermethylated and 521 hypomethylated genes), 1,279 genes (corresponding to 587 hypermethylated and 800 hypomethylated genes) and 1,914 genes (corresponding to 970 hypermethylated and 1,206 hypomethylated genes), respectively, were differentially methylated in the TC vs. LD, TC vs. WZS, and LD vs. WZS comparisons (Fig. 4B). Gene ontology (GO) and KEGG analyses were performed to evaluate the functions of DMGs in skeletal muscle. In the TC vs. LD group, DMGs were involved in positive regulation of GTPase activity, regulation of signal transduction, regulation of cell communication, and developmental process (FDR < 0.05, Table S4). KEGG pathway analysis revealed these DMGs were significantly enriched in glycine, serine and threonine metabolism, histidine metabolism, and other metabolism related pathways. In the TC vs. WZS group, DMGs were significantly associated with localization, developmental cell growth, cell morphogenesis, and enzyme linked receptor protein signaling pathway (FDR < 0.05, Table S5). KEGG pathway analysis revealed that these DMGs were significantly involved in axon guidance, B cell receptor signaling, phenylalanine metabolism, biosynthesis of unsaturated fatty acids, MAPK signaling, and focal adhesion. In the LC vs. WZS group, DMGs were significantly enriched in biological processes related to phosphorus metabolic process, lipid metabolic process, positive regulation of signal transduction, and cell morphogenesis involved in differentiation (FDR < 0.05, Table S6). KEGG pathway analysis revealed that these DMGs were significantly associated with biosynthesis of unsaturated fatty acids, glycerolipid metabolism, PPAR signaling, and MAPK signaling.

Genes that exhibited DMRs in their promoters and gene bodies are shown in Fig. 4C–E. The TC vs. LD, TC vs. WZS, and LC vs. WZS comparisons contained 115, 108, and 262 genes, respectively, containing both hypermethylated and hypomethylated regions. Moreover, 267 DMGs were common to all three sets of DMGs (Fig. 4A). GO analysis suggested that the common genes were mainly involved in regulation of GTPase activity, apoptosis, cell cycle, and cell death (Figure S11), whereas KEGG analysis revealed that these genes were involved in histidine metabolism and axon guidance. These findings suggest that the methylation status of DMGs significantly contributes to phenotypic variation of skeletal muscle across different pig breeds.

### Differential methylation of genes associated with body size and obesity

There are significant differences in body size, muscle mass and obese index among the TC, LD and WZS pigs. Genome-wide association studies (GWASs) for height, weight, obesity and body mass index (BMI) in humans provide a good basis for investigating muscle phenotype variation in pigs. We interrogated the identified DMGs against the catalogue of published GWASs in GWASdb V2^47^, revealing 253 DMGs that were orthologous to human genes related to body-size and obesity (Table S7). For example, insulin-like growth factor I receptor (*IGF1R)*, which plays a critical role in skeletal muscle development and differentiation^48^, was hypermethylated in LD pigs compared with TC and WZS pigs. The methylation level of the *IGF1R* promoter was increased in diabetic mice compared with normal mice; this change was accompanied by a decrease in its mRNA level^49^. It is associated with human height traits and contributed to reduced size in dogs^50^; moreover, it is an important candidate gene for postnatal growth and carcass composition traits in pigs^51^. Genes related to body size and obesity were significantly enriched (Fisher’s exact test, p-value = 3.23e-12). In addition, skeletal muscle metabolic genes (e.g. *HDAC4, HDAC5*, and *UCP3*) were also found in the list. These findings indicate that altered methylation of genes associated with body size and obesity significantly contributes to phenotypic variation of skeletal muscle in mammals. In addition, these findings show that the domestic pig is a suitable model for human biomedical research, especially for studies of growth, metabolism, and obesity-related diseases.

### Global correlation analysis between DNA methylation and mRNA expression

It’s well known that methylation in promoter regions and gene body can regulate gene expression^34^,^35^. Our recent transcriptome study explored differences in gene expression in skeletal muscle from LD, TC, and WZS pigs^20^. To determine the regulatory potential of DMGs, we integrated methylome and transcriptome to assess the effects of DNA methylation on gene expression in skeletal muscle phenotypic variation. The DNA methylation profiles around the TSS regions of genes with five levels of expression were evaluated. The expressed genes showed a methylation pattern with a typical V-shape curve at the TSS, while silently expressed genes did not show this pattern. A significant negative correlation was observed between DNA methylation status around the TSS and gene expression (Fig. 5A–C). These findings are in agreement with previous observations that the methylation density of highest expressed genes was lowest at their TSS and remained low even downstream of the TSS^52^. However, the methylation pattern of silently expressed genes around TSS was clearly different from those of the expressed genes, suggesting that other epigenetic factors might be associated with gene silencing. Although the relationship between gene-body DNA methylation and expression levels showed a non-monotonic correlation, the gene body of highest expressed genes was much lowly DNA methylated compared with other genes (Figure S12).

In the TC vs. LD, TC vs. WZS, and LD vs. WZS groups, we found 377, 338, and 604 unique intragenic DMRs, respectively, associated with genes that were differentially expressed by at least 1.5-fold (Fig. 5D–F). Many genes contained more than one DMR in their intragenic regions. For example, four DMRs in *ANK1* were hypermethylated in WZS pigs compared with TC pigs. In the TC vs. LD group, we identified 112 hypermethylated genes with down-regulated expression in LD pigs, including genes related to fatty acid metabolism and lipid biosynthesis (e.g., *ECHDC2, FAR1, UCP3, UGCG*, and *ST6GALNAC6*), cell proliferation (e.g., *PSPH, GPC4*, and *DKC1*), and response to stress (e.g., *RAD21, AIFM1, DDB1*, and *GCLC*), while 31 genes were hypomethylated and up-regulated in LD pigs compared with TC pigs, including *FAT1*, which has large effects on fatness and growth^53^ (Fig. 5D). Moreover, we found eight genes related to oxidation reduction (*BLVRA, FAR1, ALDH7A1, AIFM1, MAOA, MICAL3, OXNAD1,* and *DPYD*) exhibiting opposite trends in DNA methylation and gene expression in the TC vs. LD group. In the TC vs. WZS group, 99 genes were hypermethylated and down-regulated in WZS pigs, these genes were significantly related to regulation of growth (e.g., *MAP1B, GPC3, CTH*, and *HTRA1*), cell proliferation (e.g., *GAB1, CSGALNACT1, GPC4*, and *INSIG1*) and muscle development (e.g., *FHL1* and *MTM1*). In contrast, 49 genes were hypermethylated and down-regulated in TC pigs, these genes markedly related to lipid modification and fatty acid metabolism (e.g., *CPT2, PIK3C3, HSD17B4, PECR*, and *GHR*) (Fig. 5E). In LD vs. WZS group, 100 genes were hypermethylated and down-regulated in WZS pigs, including genes related to cell proliferation (e.g. *ADORA1, CDC7, FGF1, PTGS1*, and *ETS1*), lipid transport and biosynthetic (e.g. *OSBPL10, SLC27A1, FADS2*, and *PTGS1*), and muscle contraction (e.g. *GUCY1A3* and *PTGS1*). We found that 133 genes were hypomethylated and up-regulated in WZS pigs, these genes were mainly related to cell cycle (e.g., *APBB2, BRCA1, MNAT1, PSMD12*, and *SART1*), cell size (e.g*., CD38, APBB2*, and *TGFBR3*) and muscle hypertrophy and metabolism (e.g., *HDAC5* and *HDAC4*) (Fig. 5F). In addition, some genes exhibited coinciding methylation and expression patterns among breeds (Fig. 5D–F). For example, *FOXO3,* a transcription factor which controls autophagy in skeletal muscle^54^ and involves in muscle energy homeostasis^55^, was intronic hypermethylated and up-regulated in Landrace pigs compared with Tongcheng pigs. These findings suggest that the mechanisms regulating gene expression are complex and involve many elements, including transcription factors, miRNAs, lncRNAs, and circRNAs.

### DNA methylation and expression signatures of lncRNAs

Long noncoding RNAs (lncRNAs) play a critical role in many developmental processes, including myoblast differentiation^56^, adipogenesis^57^, cell cycle^58^, and cell proliferation^59^. Thousands of lncRNAs have been identified in pigs and other mammals^27^,^57^,^60^,^61^,^62^. DNA methylation modulates expression of long intergenic noncoding RNAs in porcine adipose and muscle tissues^60^. Recently, we carried out a genome-wide analysis of lncRNAs across tissues and developmental skeletal muscle, and resulting in the identification of 10,813 lncRNAs in pigs (paper under review). 

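The processed values of the lncRNA catalogue covered total RNA sequencing of 13 libraries. Of these, 11 came from single tissues of Guizhou mini-pigs, a small Chinese breed. At 240 days after birth, heart, liver, spleen, lung, kidney, testis, ovary and adipose tissue were sequenced, and longissimus dorsi, the skeletal muscle of the back, was sequenced at day 0, day 30 and day 240. The other 2 libraries were mixtures of RNA from multiple breeds and ages, 1 from multiple tissues and 1 from longissimus dorsi. The mixtures are named in the sample labels, and the paper's text names 9 organs and 3 stages of skeletal muscle for the identification of lncRNAs. There was 1 library per tissue or stage, so no difference between libraries had a replicate check. According to the sample labels, ribosomal RNA was depleted and strand-specific paired-end libraries were made with either of 2 protocols (SMART or dUTP), without naming the protocol of each library. The authors counted reads on each feature with htseq-count and deposited the values as RPKM, which scales the reads on a feature by its length and by the total number of reads, for 32420 features. Of these, 21607 were genes listed by their Ensembl identifier. Whole read numbers were recovered from the RPKM values, since the values of a feature in a library are whole multiples of what 1 read is worth. The total number of reads used in RPKM ranged from 21685316 to 38581416 in the single-tissue libraries, with a median of 35977890, and was 108337358 in the tissue mixture and 63015726 in the muscle mixture. Among the single-tissue libraries, the reads counted on features ranged from 3620348 in muscle at day 30 to 12394421 in testis, with a median of 6488599. The counted reads were 38.0% of this total in ovary, 32.1% in testis, 30.0% in the tissue mixture and 29.6% in the muscle mixture, and between 11.6% and 21.9% in the other libraries. A feature was taken as expressed above 0 RPKM, which is the limit the paper sets for silent genes. Features with few reads depend on this limit and on the number of reads, so the numbers of lncRNAs were also computed at RPKM of at least 0.1 and 1 and with the same number of counted reads drawn from each library. The latter was chosen after seeing the data.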

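The processed values listed 10813 lncRNAs, each with a TCONS identifier as given by the transcript assembly. Of these, 8678 (80.3%) were above 0 RPKM in at least 1 of the 11 single-tissue libraries, and 9175 in at least 1 of all 13 libraries. With RPKM of at least 1 as the limit, the change that moved this number most, 3400 lncRNAs were left in the single-tissue libraries. A total of 1638 lncRNAs (15.1%) were listed at 0 in all 13 libraries, against 1320 Ensembl genes (6.11%). Testis had the most lncRNAs among the single-tissue libraries, 6472 or 59.9% of those listed (95% Wilson interval 58.9 to 60.8%). Ovary had 3984, lung 3953, kidney 3823, adipose tissue 3477, spleen 2573, liver 2440 and heart 2200. Skeletal muscle had the fewest, with 1681 at day 0, 1903 at day 30 and 1650 at day 240 (15.3%, 95% Wilson interval 14.6 to 15.9%). These intervals treat the listed lncRNAs as a random sample. They do not cover the number of reads or differences between animals or libraries. In the mixtures, 6587 lncRNAs were above 0 in the tissue mixture and 4963 in the muscle mixture. With 3620348 counted reads drawn from each library, the mean over 20 draws was 5490 lncRNAs in testis, 3576 in lung and 1414 in muscle at day 240, and 4175 in the tissue mixture. In total, 2875 lncRNAs were above 0 in at least 1 of the 3 muscle stages and 858 in all 3 stages. Together with the muscle mixture, the number was 5315. LncRNAs took between 1.36% and 3.68% of the counted reads in the single-tissue libraries. The median RPKM of the lncRNAs above 0 ranged from 0.139 in muscle at day 30 to 0.536 in testis. For Ensembl genes it ranged from 0.620 in muscle at day 30 to 2.67 in ovary, and it was higher than that of lncRNAs in 11 of 11 single-tissue libraries. LncRNAs are listed by identifiers of assembled transcripts and Ensembl features as genes. The medians and the shares at 0 thus compare unlike units. If reads shared by overlapping transcripts were left out in counting, which was not tested, the values of lncRNAs would be too low. Over features of at least 0.1 RPKM, the median of lncRNAs in muscle at day 30 was 0.310. The paper states the number of lncRNAs identified and uses them as the set whose methylation it compares among breeds.

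**Figure D1:**
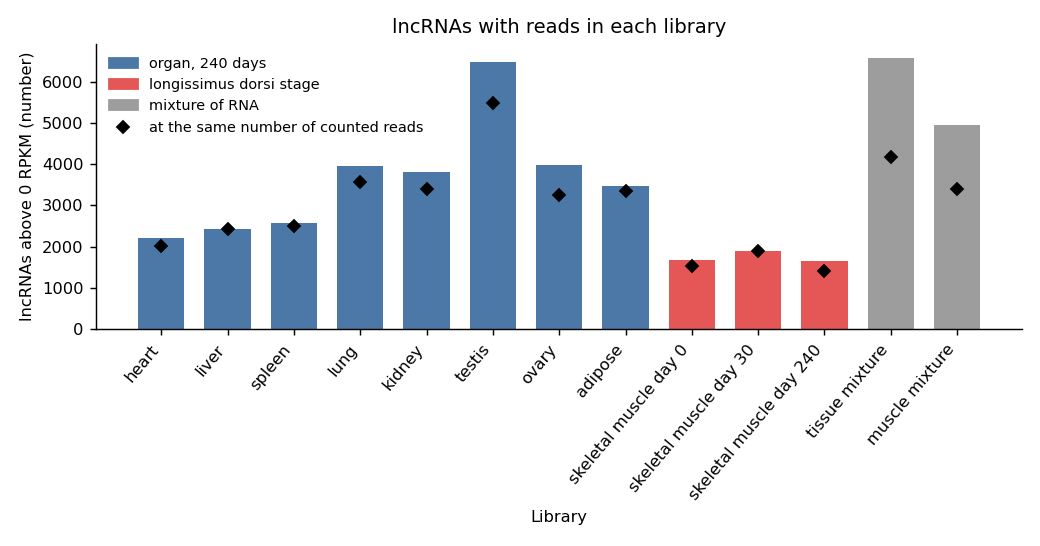
Number of lncRNAs above 0 RPKM (vertical axis) in each of the 13 libraries (horizontal axis). Bars give the values as deposited and diamonds the mean of 20 draws of 3620348 counted reads from each library; testis has 6472 lncRNAs as deposited and 5490 after drawing, and muscle at day 240 has 1650 and 1414.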

In this study, we observed the DNA methylation status of these lncRNAs and identified differentially methylated lncRNAs in skeletal muscle among different breed pigs. First, we examined correlations among the lncRNA methylation profiles of different breeds. We found that methylation of lncRNAs had high correlation between breeds and the correlation coefficient ranged from 0.75 to 0.88 at different lncRNA elements (all *P*-values are less than 2.2e-16, Fig. 6A). The correlation coefficients across breeds at promoter and intron region were higher than at exons (Fig. 6A). The average methylation level of lncRNAs at exons was higher than those of lncRNAs at promoters and introns (Fig. 6B), consistent with previous studies^63^,^64^. We identified 452, 491, and 853 DMRs in lncRNAs in the TC vs. LD, TC vs. WZS, and LC vs. WZS groups, respectively. It is notable that most DMRs were found in intronic regions (Fig. 6C–E). We further mapped DMRs identified to annotated lncRNAs according to their genomic location. We detected 436 differentially methylated lncRNAs between the TC and LD pigs, of which 249 lncRNAs were hypermethylated in LD pigs, while 212 lncRNAs were hypermethylated in TC pigs (Table S8). We identified 413 differentially methylated lncRNAs between the TC and WZS pigs, including 204 hypermethylated lncRNAs and 233 hypomethylated lncRNAs in WZS pigs (Table S9). In the LD vs. WZS group, we detected 657 differentially methylated lncRNAs (corresponding to 358 hypermethylated lncRNAs and 361 hypomethylated lncRNAs in WZS pigs) (Table S10). Subsequently, we performed GO enrichment analysis using protein-coding genes neighboring differentially methylated lncRNAs. No biological processes were significantly enriched in the TC vs. LD group. In the TC vs. WZS group, neighboring genes were significantly enriched in terms related to anti-apoptosis, cell death, neuron differentiation, and DNA repair (FDR < 0.05) (Figure S13A). In the LD vs. WZS group, neighboring genes were significantly associated with regulation of apoptosis, cell death, and homeostatic process (FDR < 0.05) (Figure S13B).

To explore whether methylation affects lncRNA expression, we identified 5,595 expressed lncRNAs in skeletal muscle (Table S11). 64, 69, and 102 lncRNAs were significantly differently expressed in the TC vs. LD, TC vs. WZS, and LD vs. WZS groups, respectively (log2|FC| ≥ 1, FDR ≤ 0.05) (Tables S12–14). Subsequently, we detected DMR-lncRNA pairs in the three comparisons. The DMR-lncRNA pairs were defined as lncRNAs that showed an expression change of at least 1.5-fold and were differentially methylated in the gene body or promoter regions across breeds. The analysis revealed that 57, 95, and 152 DMR-lncRNA pairs were identified in the TC vs. LD, TC vs. WZS, and LD vs. WZS groups, respectively (Fig. 6F–H). The number of DMR-lncRNA pairs with a positive correlation was greater than the number of pairs with a negative correlation in all three comparisons.

In the TC vs. LD group, 12 lncRNAs were significantly hypermethylated and down-regulated, while 8 lncRNAs were significantly hypomethylated and up-regulated in LD pigs (Fig. 6F). In the TC vs. WZS group, 10 lncRNAs were significantly hypermethylated and down-regulated in WZS pigs. Moreover, 6 lncRNAs were significantly hypomethylated and up-regulated in WZS pigs (Fig. 6G). In the LD vs. WZS group, 12 lncRNAs were hypermethylated and down-regulated in LD pigs, while 13 lncRNAs were hypermethylated and down-regulated in WZS pigs (Fig. 6H). In addition, we found 29, 47, and 68 lncRNAs that exhibited a positive correlation between DNA methylation and gene expression in the TC vs. LD, TC vs. WZS, and LD vs. WZS groups, respectively. Interestingly, TCONS_00655138, a homolog of human lncRNA TCL1 upstream neural differentiation-associated RNA (*TUNAR*) (Figure S14), was gene body hypermethylated (Fig. 6I) and up-regulated (Fig. 6J) in WZS pigs compared with TC and LD pigs. *TUNAR* was consistently up-regulated in a glucose-dependent manner and was dysregulated in type 2 diabetes^65^; it controls pluripotency and neural differentiation of embryonic stem cells^66^. We proposed that lncRNAs methylation and expression differences might contribute to phenotypic variation of skeletal muscle.

### miRNA-mRNA-methylation interaction networks linked to muscle performance

In order to understand the consequences of the interaction between methylation, mRNA, and miRNA for phenotypic variation of skeletal muscle, we constructed miRNA-mRNA-methylation interaction networks in skeletal muscle using Ingenuity Pathway Analysis (IPA) software. In the TC vs. LD group, the highest scoring network, based on Fisher’s exact test, had a network score of 73 and was associated with lipid metabolism, and organ morphology; N-acylethanolamine-hydrolyzing acid amidase (*NAAA*), miR-128, and miR-26a were key components in the network (Fig. 7A). Many of the genes in this network are directly or indirectly regulated by each other or miRNAs. For example, *NAAA*, enoyl-CoA hydratase domain containing 2 (*ECHDC2*), and taxilin gamma (*TXLNG*) were down-regulated in LD pigs and negatively regulated by miR-26a. In the TC vs. WZS group, the highest ranking network, scoring 70, was associated with cellular movement, developmental disorder, and endocrine system disorders; this network comprised myosin VA (*MYO5A*), miR-145, miR-143, and myosin IB (*MYO1B*). The predicted targets of miR-143, such as *MYO5A, MYO1B*, and fibronectin type III domain containing 1(*FNDC1*), were up-regulated in WZS pigs compared with TC pigs, while miR-143 was down-regulated (Fig. 7B). In the LD vs. WZS group, the second ranked network, scoring 67, was associated with cellular assembly and organization, cell cycle, DNA replication, recombination, and repair. Moreover, we also found a network, scoring 19, that was associated with cell morphology, organ morphology, and skeletal and muscular system development and function; this network included ankyrin 1 (*ANK1*), growth factor receptor-bound protein 10 (*GRB10*), growth hormone receptor (*GHR*), and miR-191 (Fig. 7C).

### Candidate genes associated with meat, carcass and production traits

GWASs in pigs have reported many candidate SNPs associated with economic traits. Using the animal QTL database^67^, we examined whether candidate genes exhibiting opposite changes in DNA methylation and expression in our study contained SNPs that were significantly associated with meat, carcass, and production traits. The analysis identified 19, 17, and 18 candidate genes associated with meat, carcass, and production traits in the TC vs. LD, TC vs. WZS, and LD vs. WZS group, respectively (Table S15). These genes should be studied further to assess whether they might be considered as candidate biomarkers for pig breeding.

## Discussion

DNA methylation contributes substantially to phenotypic variations in ageing^68^, obesity^69^, and body size^70^. However, the regulatory mechanisms through which DNA methylation influence skeletal muscle performance in mammals remain unclear. In this study, we systematically investigated the genome-wide methylation profile of skeletal muscle from TC (obese-type), LD (lean-type), and WZS (mini-type) pigs by MeDIP-seq. The three selected pig breeds showed significant differences in muscle-related phenotypes. LD pigs exhibit significantly greater muscle mass and lower intramuscular fat content than that of TC pigs, whereas WZS mini pigs have much smaller body size than TC and LD pigs. We performed an integrated analysis of the methylome, mRNAs, lncRNAs, and miRNAs to uncover whether and how DNA methylation changes mediate skeletal muscle phenotypic variations through affecting gene expression.

Though TC pigs are phylogenetically closer to WZS pigs than to LD pigs^71^,^72^, the methylome and transcriptome profiling of skeletal muscle of TC and LD pigs was much more similar to each other than to that of WZS pigs, the reason could possibly (at least in part) be explained by the faster muscle growth rate and larger muscle mass of TC and LD than WZS pigs. We found that the DMGs among TC, LD and WZS pigs were significantly enriched in biological processes and pathways related to lipid metabolism, muscle development, and response to oxidative stress, indicated that differences in DNA methylation among different pig breeds might contribute to muscle phenotypic variations (e.g., muscle mass, fat content, and meat quality). Many genes related to muscle phenotypes were differentially methylated. For example, acetyl-coA carboxylase alpha (*ACACA*) is associated with fatty acid composition, carcass traits, and performance traits in pigs^73^,^74^,^75^. In our study, the *ACACA* gene contained a intron DMR that was hypermethylated in LD pigs compared with TC pigs, as well as another intron DMR that was hypermethylated in WZS pigs compared with LD pigs. Protein kinase, AMP-activated, gamma 2 non-catalytic subunit (*PRKAG2*) regulates cellular energy metabolism and function by inactivating key enzymes involved in regulating biosynthesis of fatty acids and cholesterol. *PRKAG2* was differentially expressed between pigs with divergent phenotypes for fatness traits^76^. The methylation level of intron *PRKAG2* in LD pigs was higher than that of TC pigs. Moreover, significant enrichment of orthologous DMGs related to human height, body mass index, and obesity was observed. These findings should facilitate marker-assisted animal breeding and investigations of human growth, obesity, and muscle-related diseases.

DNA methylation is recognized as a major regulator of gene expression; hypermethylation in promoters and gene body regions can repress gene expression^34^,^35^. We propose that DNA methylation changes might contribute to differences in muscle phenotype by affecting gene expression. We found that genes that exhibited inverse changes in DNA methylation and gene expression in the TC vs. LD group were significantly enriched in GO terms related to oxidation reduction; these differences may, at least in part, underlie the significant differences in lipid metabolism and fat content between TC and LD pigs. DMGs involved in cell proliferation (e.g. *GPC4* and *FGF1*) showed inverse changes in DNA methylation and expression in all three comparisons. Differences in the DNA methylation statuses of these genes may contribute to differences in muscle mass and body size among LC, TD, and WZS pigs. Moreover, several genes known to regulate muscle development and fatty acid metabolism were identified. For example, *FHL1* (four and a half LIM domains 1), an important regulator of skeletal muscle mass^77^, was exon hypermethylated in WZS pigs compared with TC pigs, but exhibited a higher expression level in TC pigs. A previous study revealed that *FHL1* overexpression enhanced myoblast fusion and increased fiber diameter by activating myostatin signaling^78^. Up-regulated expression of *FHL1* in TC pigs may be partially responsible for the relatively great muscle mass of TC pigs in comparison with that of WZS pigs. Histone deacetylase 4 (*HDAC4*) and histone deacetylase 5 (*HDAC5*) are chromatin remodeling enzymes and critical regulators of muscle oxidative and metabolic function; these genes are coordinately down-regulated in metabolic diseases such as obesity^79^. We found that *HDAC4* and *HDAC5* were intron hypomethylated and up-regulated in the LD vs. WZS group, whereas *HDAC4* was intron hypermethylated and down-regulated in the TC vs. LD group. These findings might explain the significant differences in muscle metabolic capacity among TC, LD, and WZS pigs.

LncRNAs are key regulators of skeletal muscle development^56^. For example, linc-MD1, a muscle-specific lncRNA, governs the timing of muscle differentiation^80^. The lncRNA methylation profiles of the pigs in this study were similar to those reported in previous studies, in which exons had higher methylation density than that of introns or promoters^63^,^64^. Functional annotation of neighboring protein coding genes of differentially methylated lncRNAs revealed that the differentially methylated lncRNAs identified in this study were involved in biological processes related to cell apoptosis and cell death, suggesting that DNA methylation changes in lncRNAs might induce functionally relevant changes in skeletal muscle. Moreover, the lncRNAs, which showed significant changes in both DNA methylation and expression, might be considered as candidate genes for future epigenetic studies of skeletal muscle phenotypic variation.

The regulatory networks of methylation, mRNAs, and miRNAs, which determined by both IPA core analysis and target prediction based on evidences in the literature, provided a comprehensive profile of the mechanisms contributing to phenotypic variation of skeletal muscle across different pig breeds. We propose that the DNA methylation and expression changes identified in this study interact with each other and could be functionally relevant for skeletal muscle. The highest scoring network in the TC vs. LD group was associated with lipid metabolism and organ morphology; the *NAAA* gene is central to this network, hypermethylated and down-regulated in LD pigs compared with TC pigs, and negatively regulated by miR-26. *NAAA* plays a key role in the degradation of N-acylethanolamines, which are ethanolamides of long-chain fatty acids^81^. miR-26 expression has been reported to promote energy dissipation and differentiation of myoblasts^82^,^83^. Moreover, this network suggests that higher energy dissipation and muscle differentiation ability in skeletal muscle of LD pigs may result in less intramuscular fat deposition and more muscle mass. In the TC vs. WZS group, the top gene network was associated with cellular movement and developmental disorder. miR-143–3p, which was down-regulated in WZS pigs compared with TC pigs, has been reported to regulate muscle fiber differentiation in skeletal muscle^82^ and targeted *MYO5A* and *MYO1B* in the top network in the TC vs. WZS group. *MYO5A* and *MYO1B* are members of the myosin gene superfamily, which is critical for muscle contraction and cell movement^84^. These facts may suggest the potential regulatory pattern for the differences in muscle fiber characteristics between TC and WZS pigs. In addition, the network involving skeletal and muscular system development and function in the LD vs. WZS group highlighted the importance of p38 MAPK signaling in the regulation of phenotypic variation in muscle mass and body size between LD and WZS pigs. The p38 MAPK signaling pathway is a major regulator of skeletal muscle development^85^. *GRB10* and *ANK1*, components of the p38 MAPK signaling pathway, were included in the network. *GRB10* regulates fiber number during skeletal muscle development^86^ and its deletion could promote muscle cell proliferation and differentiation^87^. Greater expression of *GRB10* as a result of intron hypomethylation in WZS pigs might be a reason this breed has reduced muscle mass in comparison with that of LD pigs. *ANK1* was differentially expressed in prenatal porcine muscle and has been identified as a candidate gene associated with meat quality and muscle deposition^88^. In this study, *ANK1* was intron hypermethylated and down-regulated in WZS pigs compared with TC and LD pigs, implying that hypermethylation of *ANK1* and reduced *ANK1* expression in WZS pigs partially underlies the reduced body size of WZS pigs in comparison with that of TC and LD pigs. The results of integrative network analysis should facilitate systematic exploration of the roles of DNA methylation and miRNAs in muscle phenotypic variation among pig breeds.

In this study, we systematically integrated genome-wide DNA methylation and expression profiles of mRNAs, lncRNAs, and miRNAs in the skeletal muscle of three pig breeds with different phenotypes, illuminating the potential mechanisms underlying muscle phenotypic variation and identifying new candidate genes associated with skeletal muscle performance. Our study provides a resource of mRNAs and non-coding RNAs that can be used for animal breeding and biomedical research related to growth, obesity, and muscle-related diseases. However, pooling samples were used for library construction in our study, further studies are still needed to evaluate the effect of methylation and gene expression difference on skeletal muscle within breeds.

## Materials and Methods

### Sample collection and DNA preparation

All animal procedures were conducted according to guidelines approved by HuBei Province, P.R. China for the Biological Studies Animal Care and Use Committee. Three adult female pigs (after birth 240 days) of each breed (TC, LD, and WZS) were humanly slaughtered at a commercial slaughterhouse. Unrelated individuals of each breed were chosen based on their pedigrees. All pigs were raised under the same feeding and management practices at the same farm. The *longissimus dorsi* muscle samples were collected, frozen in liquid nitrogen, and stored at −80 °C. Genomic DNA was isolated by phenol-chloroform extraction. The quality and concentration of DNA were evaluated by agarose gel electrophoresis and spectrophotometry.

### Methylated DNA immunoprecipitation sequencing

TC, LD, and WZS libraries were constructed by mixing equal amounts DNA from three individuals within each breed following a previously described protocol. Genomic DNA was sonicated to generate fragments of approximately 100–500 bp using a Covarias sonication system. Libraries were constructed using a Paired-End DNA Sample Prep kit (Illumina, CA, USA) according to the manufacturer’s instructions. Adaptor-ligated DNA was used for subsequent MeDIP enrichment with an antibody that specifically recognizes 5′-methylcytosine. The enriched methylated fragments were purified on DNA Clean & Concentrator-5 columns (Zymo Research, Orange, CA, USA). DNA from qualifying MeDIP experiments was amplified by adaptor-mediated PCR to produce libraries with insert sizes between 220 and 300 bp. Amplification quality and quantity were evaluated using an Agilent 2100 Analyzer and the DNA 1000 Nano Chip Kit (Agilent Technologies, Santa Clara, CA, USA). Each MeDIP library was subjected to paired-end sequencing with 49-bp reads on an Illumina Hiseq 2000 Sequencing System (Illumina, San Diego, CA, USA) following the manufacturer’s instructions (BGI, Shenzhen, China).

### Sequencing data analysis

The raw data were aligned to *Sus scrofa* genome assembly 10.2 with bowtie2 (version 2.1.0) with default parameters^89^. The Picard toolkit was applied to remove PCR duplicates (version 1.118; http://broadinstitute.github.io/picard/). The ngs.plot program was used to visualize the read coverage of MEDIP around each gene body and TSS region^90^. MeDIP quality assessment and DNA methylation score (Reads Per Kilobases per Million reads (RPKM) value) calculation were performed using the Bioconductor package MEDIPS at 250-bp windows after extending each read to a length of 300 bp along the sequencing direction^45^. The resulting coverage profiles were exported as wiggle files. Differentially methylated regions (DMRs) were identified with the criteria of FDR adjusted P < 0.05 by edgeR (exact test for negative binomial distribution) integrated in MeDIPs. Of note, in our study, *hypermethylated* indicated that the methylation level of the second group in the comparison was higher than that of the first group, whereas *hypomethylated* indicated that the methylation level of the first group in the comparison was higher than that of the second group. The annotation of DMRs were performed by comparing the chromosome coordinate of DMRs with the corresponding annotation information using the intersect tool from the BEDTools suite^91^. Gene annotation information was downloaded from the Ensembl database (version 78). Annotation information for CpGi in the pig genome was downloaded from the UCSC public FTP site. In this study, we defined the genomic region from −2000 to the TSS as the promoter region and from the TSS to TTS as the gene body region. Venn diagrams were generated using Venny 2.1.0 (http://bioinfogp.cnb.csic.es/tools/venny/index.html) to visualize overlapping gene sets.

### Bisulfite sequencing polymerase chain reaction

Genomic DNA was treated with sodium bisulfite using the EZ DNA Methylation-GoldTM Kit (Zymo Research, Irvine, CA, USA) according to the manufacturer’s protocol. BSP primers were designed using the MethPrimer program (http://www.urogene.org/methprimer/)^92^ and listed in Table S16. PCR amplification of selected regions was performed in a 20-mL reaction volume containing 2 μL modified DNA, 7 μL RNase-free water, 0.5 μL of both forward and reverse primers, and 10 μL HotStarTaq Master Mix (Qiagen, USA). The PCR reactions were run under the following cycling conditions: initial denaturation at 95 °C for 5 min, followed by 35 cycles of denaturation at 94 °C for 30 s, annealing at 55 °C for 60 s, and elongation at 72 °C for 60 s. The PCR products were gel-purified using a Gel Extraction Kit (Tiangen, Beijing, China) and subcloned into the pMD18-T vector (Takara, Osaka, Japan). Seven to twelve clones of each sample were randomly selected for DNA sequencing. Bisulfite sequencing data were analyzed and visualized using BIQ Analyzer software^93^.

### RNA-seq and miRNA-seq datasets

mRNA and miRNA profiles from the skeletal muscle of adult TC, LD, and WZS pigs were obtained from our previous study^46^. The raw data are available from the NCBI SRA database under accession no. SRP058340. Same samples were used for the MeDIP-seq, RNA-seq, and miRNA-seq analysis. When calculating the correlation between gene expression and methylation, we only considered genes with expression differences of at least 1.5-fold. For the global methylation and expression correlation analysis, we divided the genes into five groups according their expression level: 0 (silent genes), 0–1 (lowly expressed genes), 1–10 (moderately expressed genes), 10–100 (highly expressed genes), and >100 (highest expressed genes).

### LncRNA expression analysis

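Across the 9 organs at 240 days, muscle included, the organ restriction of each feature was measured by tau on the log2(RPKM + 0.1) scale, which is 0 for even expression and 1 for expression in a single organ. Among features with RPKM of at least 1 in at least 1 organ, the median tau was 0.895 for 3346 lncRNAs and 0.430 for 15252 Ensembl genes. With a pseudocount of 0.01, the change that moved the lncRNAs most, the medians were 0.838 and 0.3003. Tau was at least 0.9 for 1637 lncRNAs (48.9%) and for 1234 Ensembl genes (8.09%). Of these 1637 lncRNAs, 1282 (78.3%) were highest in testis, 120 in ovary, 79 in kidney, 36 in heart, 35 in lung, 31 in liver, 19 in adipose tissue, 19 in skeletal muscle and 16 in spleen. RPKM as deposited favours testis and ovary here. Summed over all features, it was 190421 in testis and 214285 in ovary. In the other organs it was between 61672 in spleen and 130870 in muscle. These numbers per organ were not computed with RPKM scaled to the same total. In the 11 single-tissue libraries, 518 lncRNAs were above 0 RPKM in every library and 2312 in exactly 1 library, which was testis for 1531 of them. A total of 86 lncRNAs were above 0 in muscle stages only. The numbers of lncRNAs in single libraries depend on their depth.

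**Figure D2:**
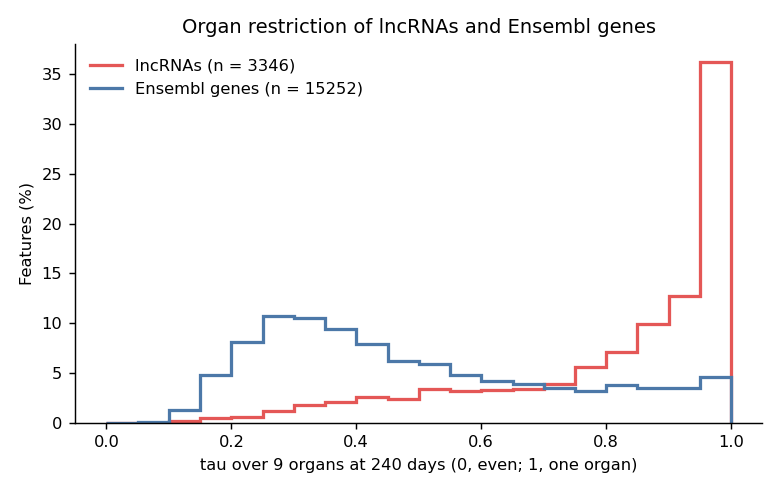
Distribution of tau over the 9 organs at 240 days (horizontal axis, no unit) as the percent of features (vertical axis) in steps of 0.05. LncRNAs (n = 3346) gather near 1, with 36.2% in the highest step, whereas the median of Ensembl genes (n = 15252) is 0.430.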

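Between stages of longissimus dorsi, lncRNAs were compared on the log2(RPKM + 0.1) scale, which understates the change of low features, with a limit of 2-fold and RPKM of at least 0.1 in at least 1 of the 2 libraries. From day 0 to day 30, 556 lncRNAs rose and 710 fell among 1733 compared. From day 30 to day 240, 455 rose and 594 fell among 1556, and from day 0 to day 240, 404 rose and 718 fell among 1588. With 1 library per stage, these numbers had no replicate check. A pseudocount of 1 moved them most, to 41 rises and 111 falls from day 0 to day 240. An exact binomial test (two-sided) on the recovered reads with Benjamini-Hochberg adjustment, which compares the libraries and not the stages, left 276 rises and 414 falls from day 0 to day 30, 157 and 249 from day 30 to day 240, and 226 and 509 from day 0 to day 240. This test took its expected share of reads from the total numbers of reads used in RPKM and was added after seeing the data. The balance of rises and falls depended on the scaling of the libraries. With RPKM scaled to the same median ratio, 886 lncRNAs rose and 601 fell from day 0 to day 30, and 687 rose and 628 fell from day 0 to day 240. With RPKM scaled to the same total, 738 rose and 592 fell from day 0 to day 30. In the other comparisons, falls stayed more frequent with this scaling. From day 30 to day 240, 366 rose and 826 fell, and from day 0 to day 240, 376 rose and 720 fell. With the median ratio, falls also outnumbered rises from day 30 to day 240, with 868 falls and 625 rises. Among lncRNAs with RPKM of at least 1 at day 0 or day 240 and an intermediate value at day 30, TCONS_00177241 had the largest rise, from 0 reads at day 0 to 159 reads (8.68 RPKM) at day 240. TCONS_00188556 rose from 0 to 66 reads (3.96 RPKM). The largest falls were those of TCONS_00823099, from 38 reads (3.64 RPKM) to 0 reads, and TCONS_00458763, from 861 reads (15.4 RPKM) to 18 reads (0.353 RPKM). Their order depended on the pseudocount. On the log2 scale, TCONS_00823099 fell by 5.23 and TCONS_00458763 fell by 5.10 with a pseudocount of 0.1, and they fell by 2.21 and fell by 3.60 with a pseudocount of 1. Each of these last 2 has a listed lncRNA with an adjacent identifier number. At 240 days, TCONS_00823099 was highest in adipose tissue (33.4 RPKM) and TCONS_00458763 in lung (34.4 RPKM). Of the 2 with the largest rise, TCONS_00188556 reached 12.0 RPKM in liver. TCONS_00177241 had at most 0.0944 RPKM in the organs other than muscle. Whether other cells in the muscle samples account for these changes was not tested. Across lncRNAs, which are not independent replicates, Spearman's rho was 0.587 between day 0 and day 240 and 0.558 between day 30 and day 240. Across Ensembl genes, rho between day 0 and day 240 was 0.898. Testis differed most from the other single-tissue libraries, with a highest rho across lncRNAs of 0.221, with adipose tissue.

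**Figure D3:**
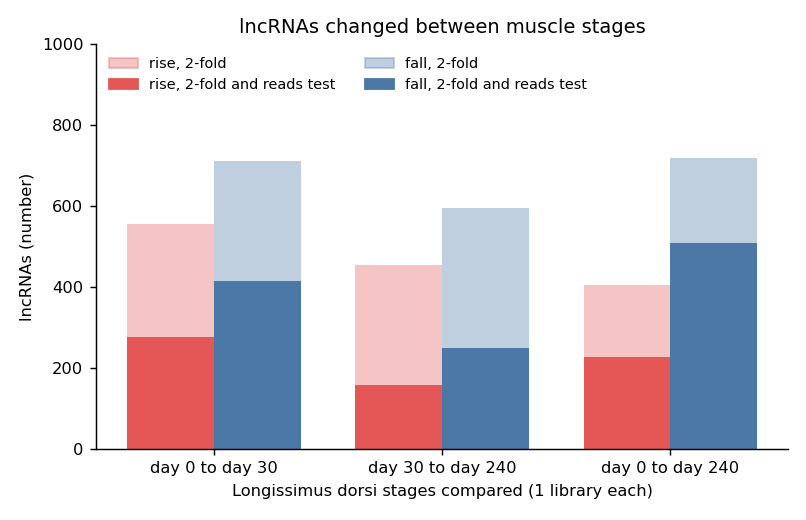
Number of lncRNAs (vertical axis) that rose or fell by at least 2-fold on the log2(RPKM + 0.1) scale between stages of longissimus dorsi (horizontal axis, 1 library per stage). Pale bars give all of them and dark bars those with an adjusted p under 0.05 in the exact binomial test on reads; as deposited, 404 rose and 718 fell from day 0 to day 240, and with RPKM scaled to the same median ratio 687 rose and 628 fell.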

LncRNAs were identified and annotated using our RNA-seq analysis pipeline across 9 organs and 3 developmental skeletal muscle, the RNA-seq data are available at the NCBI Gene Expression Omnibus under accession number GSE73763. Briefly, the consensus transcriptome of pigs was reconstructed using TopHat mapping^94^ followed by Cufflinks assembly^95^. 

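The length over which the authors normalized each lncRNA was recovered from the RPKM values as the smallest length that gave whole reads in every library. Among 4992 lncRNAs above 0 in at least 4 libraries, the median length was 826.5 nt and the quartiles were 463 and 1513 nt. Among 17703 Ensembl genes, the median was 1823 nt. A recovered length of under 200 nt was found for 9 of these lncRNAs. The smallest length that gives whole reads can be a divisor of the actual length, so these 9 lengths are lower bounds.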

And then the annotated, short, single-exon and unreliable transcripts, as well as those having the potential to encode proteins or homology with canonical structural RNAs, were removed. 

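The length of each feature was taken as the smallest that gave whole reads in every library. Such a length was found for all 22695 features above 0 RPKM in at least 4 of the 13 libraries, and for 0 of them when the total numbers of reads were altered at random by up to 1%. For the 6767 features above 0 in 1 to 3 libraries, it was found for all and, with the altered totals, for 510, so whole reads are a weaker check there. The reads follow from RPKM, this length and the total number of reads. The reads on lncRNAs were 49444 in liver and 333989 in testis, the lowest and the highest among the single-tissue libraries. In muscle, they were 213808 at day 0, 80984 at day 30 and 173712 at day 240. Read numbers of features above 0 in 1 to 3 libraries are lower bounds, since their length is less well determined. Among lncRNAs above 0 in at least 4 libraries, a single read was found for 478 of 1816 (26.3%) in muscle at day 30, 299 of 1595 (18.7%) at day 240 and 154 of 1629 (9.45%) at day 0. The 10 features with the most reads took 32.7% of the counted reads in heart and 32.6% in muscle at day 240, against 5.52% in spleen.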

We used htseq-count^96^ to count lncRNAs reads, after which expression levels were calculated by the RPKM method. The annotation and expression of lncRNAs in the three pig breeds were shown in Table S11. LncRNAs with fold-change ≥2 and FDR < 0.05 were considered as differentially expressed. The FDR values were adjusted by the Benjamini-Hochberg method. LncRNAs with expression differences of at least 1.5-fold were selected for integrative analysis with DNA methylation. The genes neighboring each lncRNA were identified as the nearest protein coding genes upstream and downstream of the lncRNA loci (within < 10 kb).

### Gene ontology and KEGG pathway enrichment analysis

Gene ontology (GO) and KEGG pathway enrichment analyses were performed using Bioconductor package GOstats^97^. *P*-values were corrected for multiple hypothesis testing using Benjamini–Hochberg algorithm by p.adjust function in R. The FDR-corrected *P*-value below 0.05 was considered to be statistically significant. Ensembl gene IDs were converted into human gene symbols with Biomart (http://www.biomart.org/) before performing the enrichment analyses because the pig genome database was poorly annotated.

### Interaction network construction

Ingenuity Pathways Analysis (IPA) software (Qiagen, USA) was used to construct miRNA-methylation-mRNA interaction networks based on evidences in the literature to identify the extent of gene connectivity in skeletal muscle with a cutoff of 35 molecules per network and 25 networks per analysis. For most of the muscle development or lipid metabolism related DMGs exhibited inverse changes between methylation and expression, the networks were constructed using the following criteria: 1) miRNAs were differentially expressed between different pig breeds; 2) mRNAs showed significant inverse differences in methylation and gene expression; 3) targets of differentially expressed miRNAs between different pig breeds were predicted by the “target filter” tool in the IPA software application, which relies on three popular algorithms (TargetScan, TarBase, and miRecords). The network score is based on the hypergeometric distribution and is calculated with the right-tailed Fisher’s Exact Test. The score is the −log of Fisher’s Exact test P value, with the higher the score corresponding to a lower the probability of finding the observed number of network eligible molecules in a given network by random chance.

### Accession codes

The MeDIP-seq raw data from this study have been deposited in NCBI Sequence Read Archive with accession number SRP080038 (http://www.ncbi.nlm.nih.gov/Traces/sra/).

## Additional Information

**How to cite this article**: Yang, Y. *et al*. Comparative analysis of DNA methylome and transcriptome of skeletal muscle in lean-, obese-, and mini-type pigs. *Sci. Rep.* **7**, 39883; doi: 10.1038/srep39883 (2017).

**Publisher's note:** Springer Nature remains neutral with regard to jurisdictional claims in published maps and institutional affiliations.

## Supplementary Material

Supplementary Materials

Supplementary Tables

## Figures and Tables

**Figure 1:**
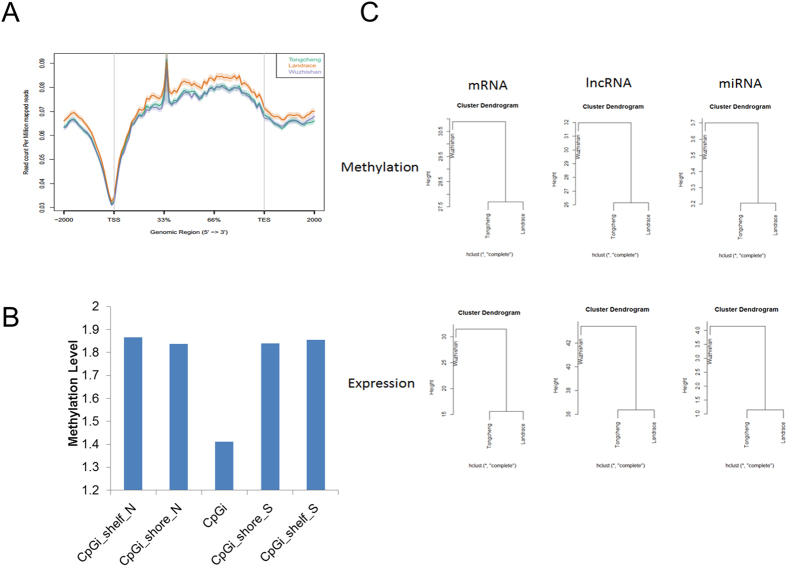
Genome-wide methylation distribution in different genomic elements. (**A**) Methylation distribution of gene body and flanking regions. The gene body was defined as the region from TSS to TTS. In gene body, each gene was split into 60 equal windows. In upstream and downstream 2 kb regions, the regions were split into 20 non-overlap windows. Reads per million mapped reads values was calculated for each window. (**B**) Methylation level around the CpG islands. The methylation level of different genomic elements was calculated by RPKM method. (**C**) Clustering analysis of the DNA methylation and expression profiles of mRNAs, lncRNAs, and miRNAs in the skeletal muscle of TC, LD, and WZS pigs.

**Figure 2:**
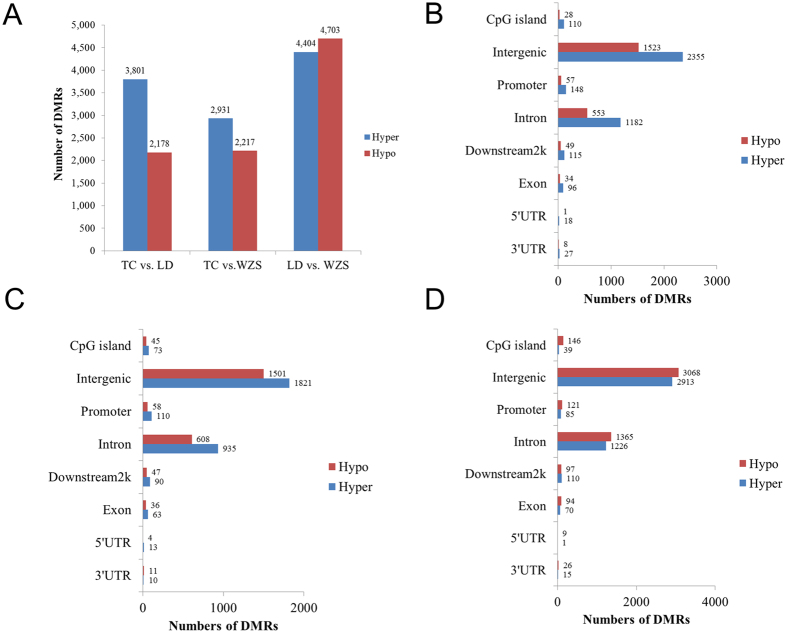
Identification of differentially methylated regions among the TC, LD and WZS pigs. (**A**) The number of differentially methylated regions between different pig breeds. Histograms showing the distribution numbers of DMRs in different genomic elements in TC vs. LD group (**B**), TC vs. LD group (**C**), LD vs. WZS group (**D**).

**Figure 3:**
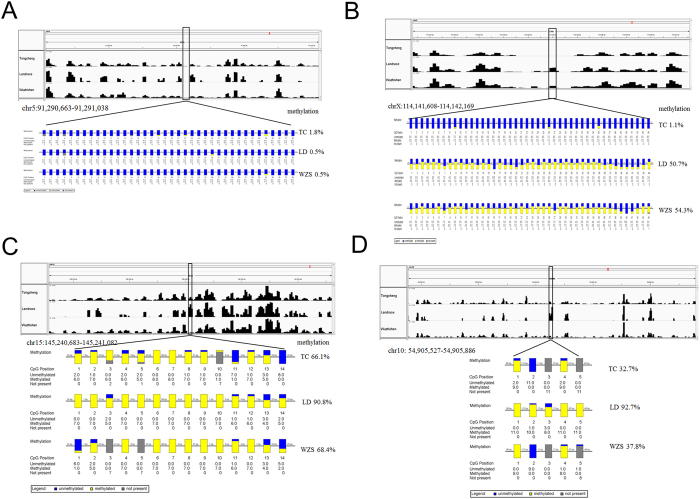
Validation of MeDIP-seq data by bisulfite sequencing PCR. (**A**) A low methylated region across the TC, LD, and WZS pigs in the promoter of the ENSSSCG00000000890 gene on Chromosome 5 from 91,290,663 to 91,291,043. (**B**) A differentially methylated region on Chromosome X from 114,141,608 to 114,142,169. (**C**) A differentially methylated region across the three pig breeds on Chromosome 15 from 145,240,683 to 145,241,082. (**D**) A differentially methylated region across the three pig breeds on Chromosome 10 from 54,905,527 to 54,905,886. The visualization of DNA methylation signal of MeDIP-seq along the chromosome in each pig breed were performed by Integrative Genomics Viewer (top panels). The bottom panels show the results of bisulfite sequencing PCR. Each box corresponds to one CpG position in the genomic sequence. The colored bars summarize the methylation states of all sequences at that position, blue indicates unmethylated and yellow indicates methylated.

**Figure 4:**
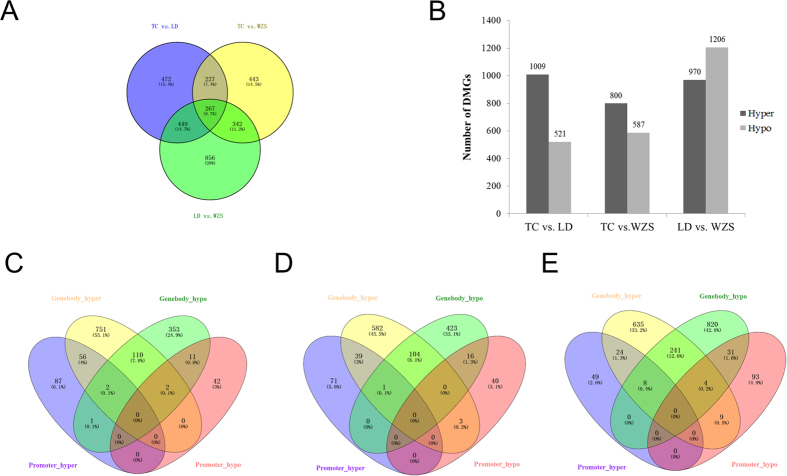
Differentially methylated genes among the TC, LD, and WZS pigs. (**A**) Differentially Methylated genes that were unique or shared among three groups of TC, LD, and WZS pigs. (**B**) The number of hypermethylated and hypomethylated genes among different pig breeds. Venn diagram of the numbers of DMGs in promoter and gene-body in TC vs. LD group (**C**), TC vs. WZS group (**D**), LD vs. WZS group (**E**).

**Figure 5:**
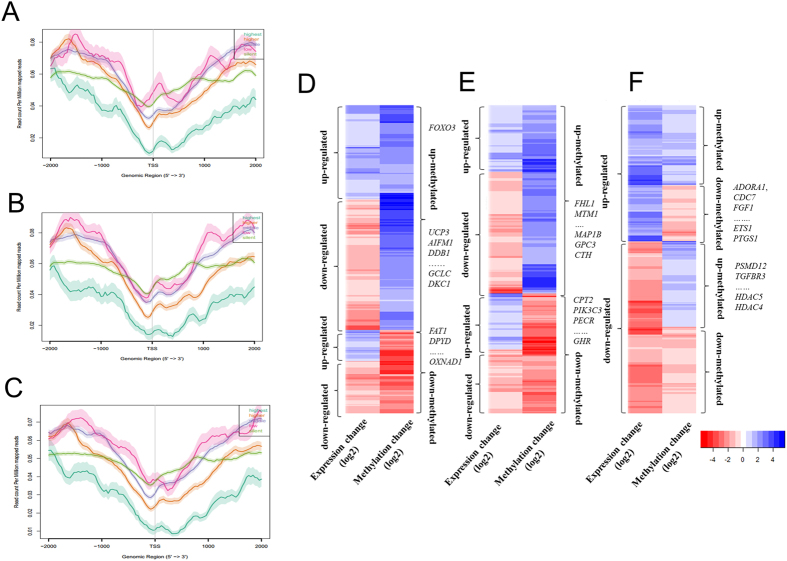
Integrative analysis of DNA methylome and transcriptome in the skeletal muscle of TC, LD, and WZS pigs. DNA methylation level distributions around TSS of five levels of gene expression in the TC (**A**), LD (**B**), and WZS (**C**) pigs. Heatmap of methylation and expression change of DMRs and corresponding genes in the TC vs. LD group (**D**), the TC vs. WZS group (**E**), and the LD vs. WZS group (**F**).

**Figure 6:**
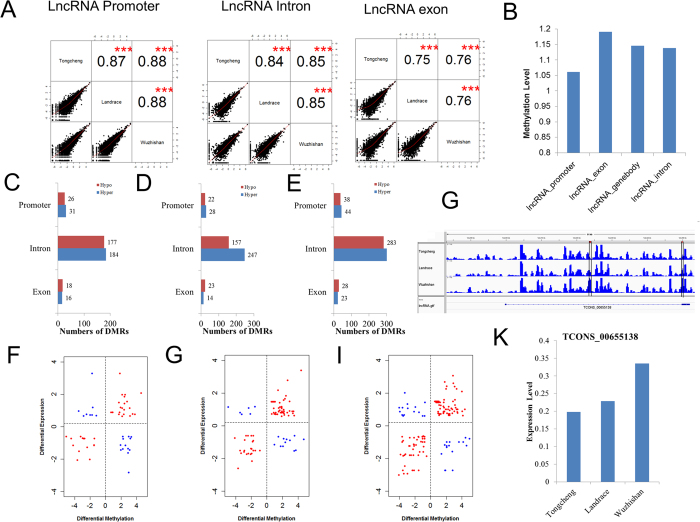
DNA Methylation and expression signatures of lncRNAs in the skeletal muscle of TC, LD, and WZS pigs. (**A**) Correlation analyses across pig breeds in the promoter, exon, and intron regions of lncRNAs. (**B**) Methylation level in different lncRNA elements. Distribution of differentially methylated regions in different elements in TC vs. LD group (**C**), TC vs. LD group (**D**), LD vs. WZS group (**E**). Scatter plot of methylation and expression change of DMRs and corresponding lncRNAs in TC vs. LD group (**F**), TC vs. LD group (**G**), LD vs. WZS group (**H**). (**I**) The methylate level of a region in TCONS_00655138 was higher in WZS pigs than that in the TC and LD pigs. (**J**) The expression level of TCONS_00655138 in the WZS pigs was much higher than that in the TC and LD pigs.

**Figure 7:**
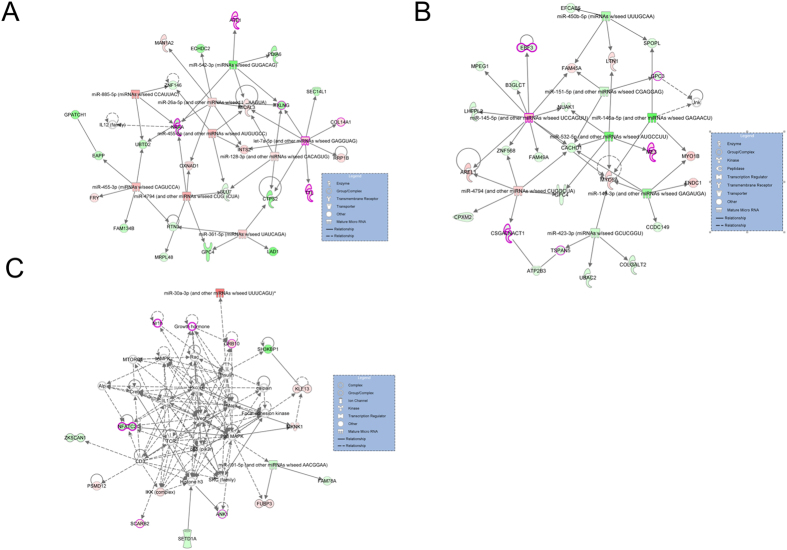
miRNA-mRNA-methylation regulation networks in skeletal muscle among different pig breeds using the IPA software. Gene networks associated with muscle phenotypic variation were identified in TC vs. LD group (**A**), TC vs. LD group (**B**), LD vs. WZS group (**C**), respectively. Graph shows gene symbols with color coding of differentially methylated and expressed genes and mature miRNAs with color coding of differentially expressed miRNAs. The solid lines connecting molecules represent a direct relation and dotted lines an indirect relation. The up-regulated genes or miRNAs are represented in graduation of red, whereas down-regulated genes or miRNAs are shown in graduation of green color based on their fold change in expression level.

# Supplementary material for: Comparative analysis of DNA methylome and transcriptome of skeletal muscle in lean-, obese-, and mini-type pigs
**Source:** Sci Rep. 2017 Jan 3;7:39883. doi: 10.1038/srep39883
**Supplement:** Supplementary Materials

**Supplementary Information for**

Comparative analysis of DNA methylome and transcriptome of skeletal muscle in lean-, obese-, and mini-type pigs

Yalan Yang1,2, Guoming Liang1,2, Guanglin Niu1,2, Yuanyuan Zhang1,2, Rong Zhou1, Yanfang Wang1, Yulian Mu1, Zhonglin Tang1,2*, Kui Li1,2*

**Supporting information**

**Figure S1.** High-quality 49bp paired-end MeDIP-seq data was obtained for all samples

**Figure S2.** Saturation analysis of MeDIP-seq data.

**Figure S3.** Coverage analysis of MeDIP-seq data.

**Figure S4.** Correlation analysis of the methylome in different elements across breeds

**Figure S5.** Validation of a high methylated region in the *RHBDF1* gene on Chromosome 3 from 40,775,833-40,776,259 by bisulfite sequencing PCR.

**Figure S6.** Validation of a moderate methylated region in the *COL5A1* gene on Chromosome 2 from 69,163,025-69,163,484 by bisulfite sequencing PCR.

**Figure S7.** Validation of a differentially methylated region on Chromosome 17 from 58,818,233-58,818,614 by bisulfite sequencing PCR.

**Figure S8.** Validation of a differentially methylated region on Chromosome 16 from 13,816,664-13,816,844 by bisulfite sequencing PCR.

**Figure S9.** Validation of a differentially methylated region on Chromosome 3 from 91,159,897-91,160,240 by bisulfite sequencing PCR.

**Figure S10.** Validation of a differentially methylated region on Chromosome 3 from 40,869,424-40,870,021 by bisulfite sequencing PCR.

**Figure S11.** GO analysis of shared DMGs in all three comparisons.

**Figure S12.** DNA methylation level distributions in the genebody region of five levels of gene expression.

**Figure S13.** GO analysis of protein-coding genes that are neighbors of differentially methylated lncRNAs.

**Figure S14.** Alignment results of TCONS_00655138 with human *TUNAR* gene.

**Table S1**. Differentially methylated regions between Tongcheng and Landrace pigs.

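Table S1 lists regions of the pig genome whose MeDIP-seq signal differed between the breeds. MeDIP-seq sequences DNA fragments pulled down with an antibody against methylated cytosine, so its signal is a relative measure of methylation and not the share of methylated molecules. For each region, the table gives the chromosome, start and end, the MeDIP-seq signal in both breeds as RPKM, the log fold change between them, the p-value and false discovery rate, the kind of gene feature in which the region lies, and the Ensembl identifier and symbol of the associated gene. The RPKM values in this table are of MeDIP-seq reads and are not expression levels.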

**Table S2**. Differentially methylated regions between Tongcheng and Wuzhishan pigs.

**Table S3**. Differentially methylated regions between Landrace and Wuzhishan pigs.

**Table S4**. Gene ontology analysis of differentially methylated genes between Tongcheng and Landrace pigs.

**Table S5**. Gene ontology analysis of differentially methylated genes between Tongcheng and Wuzhishan pigs.

**Table S6**. Gene ontology analysis of differentially methylated genes between Landrace and Wuzhishan pigs.

**Table S7**. Differentially methylated genes associated with human body size, obesity and related traits. The methylation level of these genes could be seen in the Table S1-S3.

**Table S8**. Differentially methylated lncRNAs between Tongcheng and Landrace pigs.

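Table S8 lists lncRNAs of the TCONS catalogue that contain a differentially methylated region between these breeds. The regions were called from MeDIP-seq of longissimus dorsi and assigned to lncRNAs by their position in the genome. The same lncRNA can contain regions that are higher in either breed.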

**Table S9**. Differentially methylated lncRNAs between Tongcheng and Wuzhishan pigs.

**Table S10**. Differentially methylated lncRNAs between Landrace and Wuzhishan pigs.

**Table S11**. LncRNA expression profile of Tongcheng, Landrace and Wuzhishan pigs.

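Table S11 gives the expression of the catalogued lncRNAs in longissimus dorsi of the breeds compared in the paper, as RPKM computed from reads counted with htseq-count. These libraries are separate from those of Guizhou mini-pigs and of RNA mixtures in the lncRNA catalogue, and they were not analysed here.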

**Table S12**. Differentially expressed lncRNAs between Tongcheng and Landrace pigs.

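Tables S12 to S14 hold the lncRNAs that passed the paper's limits on fold change and false discovery rate, which was adjusted by the Benjamini-Hochberg method. The fold change compares the expression of a lncRNA in longissimus dorsi of the breeds. The false discovery rate is the share of false calls to be allowed for among the lncRNAs called.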

**Table S13**. Differentially expressed lncRNAs between Tongcheng and Wuzhishan pigs.

**Table S14**. Differentially expressed lncRNAs between Landrace and Wuzhishan pigs.

**Table S15.** Candidate genes associated with meat, carcass and production traits

.

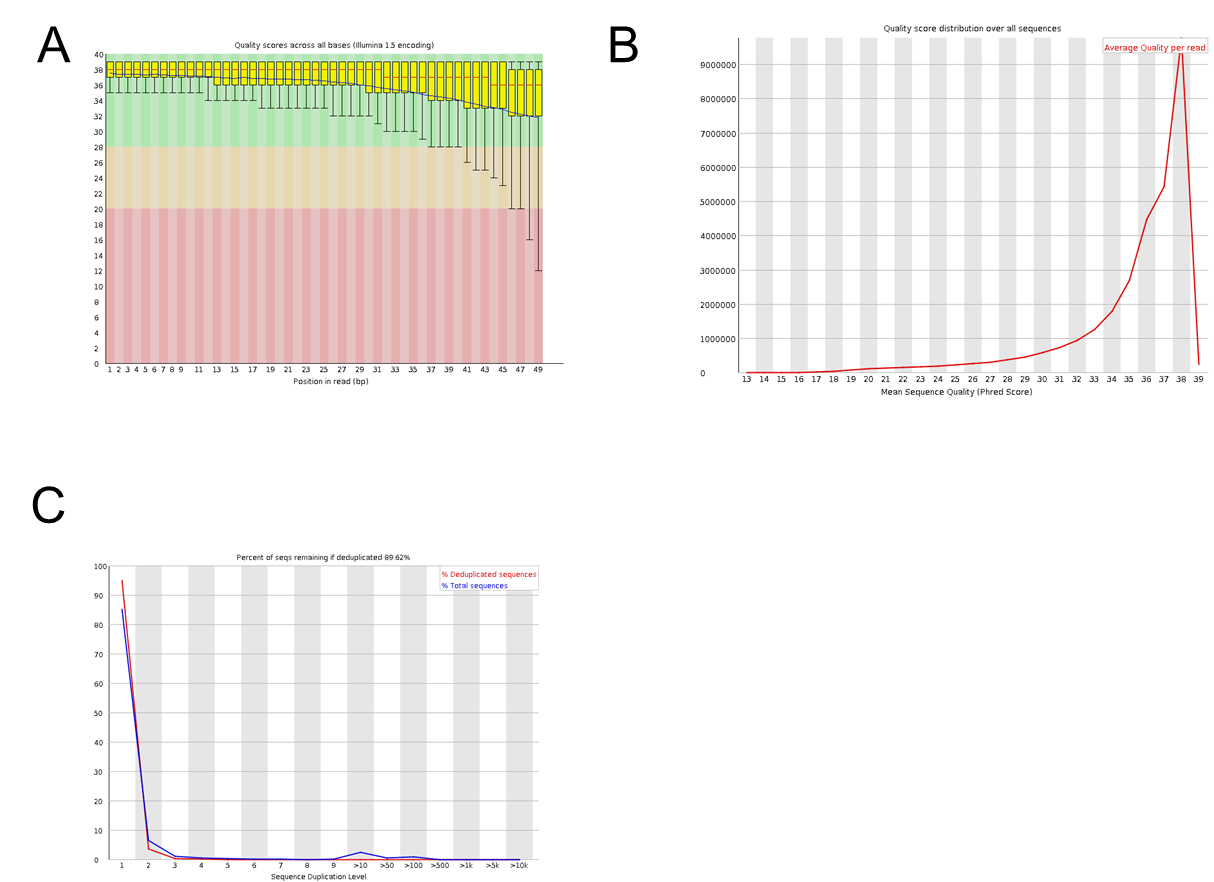

**Figure S1.** High-quality 49bp paired-end MeDIP-seq data was obtained for all samples. (A) A representative example of per base sequence quality, the central red line is the median value, the yellow box represents the inter-quartile range (25-75%). and the upper and lower whiskers represent the 10% and 90% points while the blue line represents the mean quality; (B) A representative example of average sequence quality (demonstrating that the overwhelming majority of sequences have high quality values), (C) A representative example of read duplication (demonstrating a low frequency of clonally-duplicated reads).

**
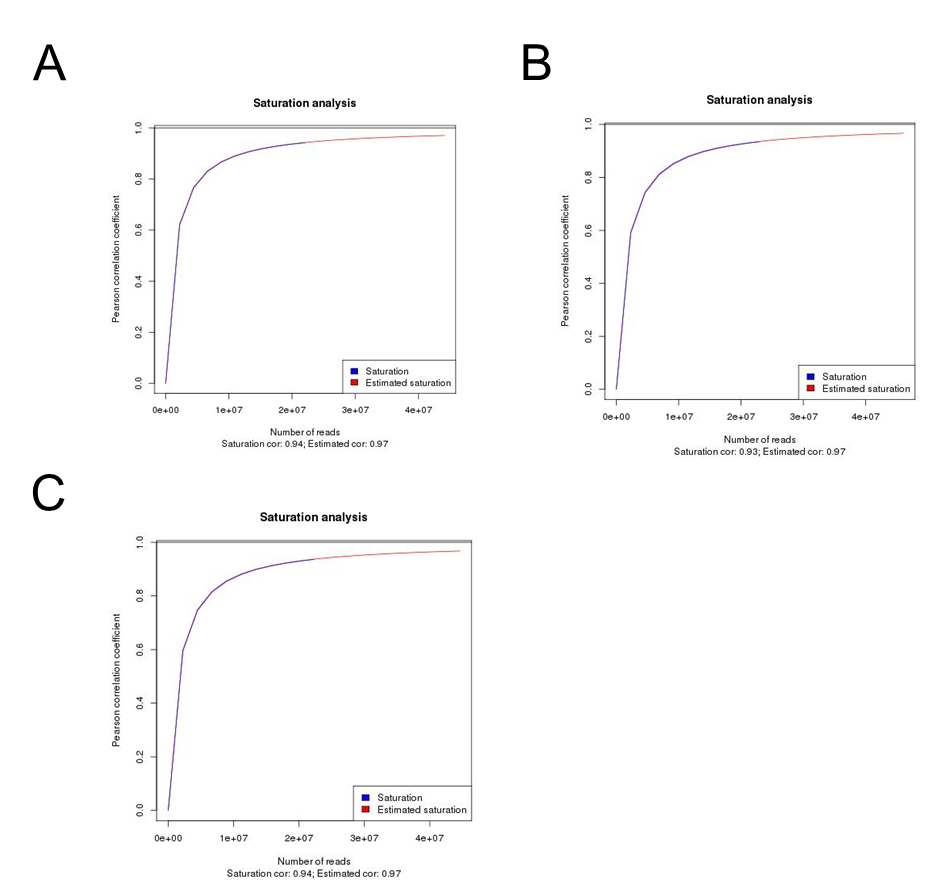
**

**Figure S2.** Saturation analysis of MeDIP-seq data. (A) Tongcheng pigs. (B) Landrace pigs. (C) Wuzhishan pigs.

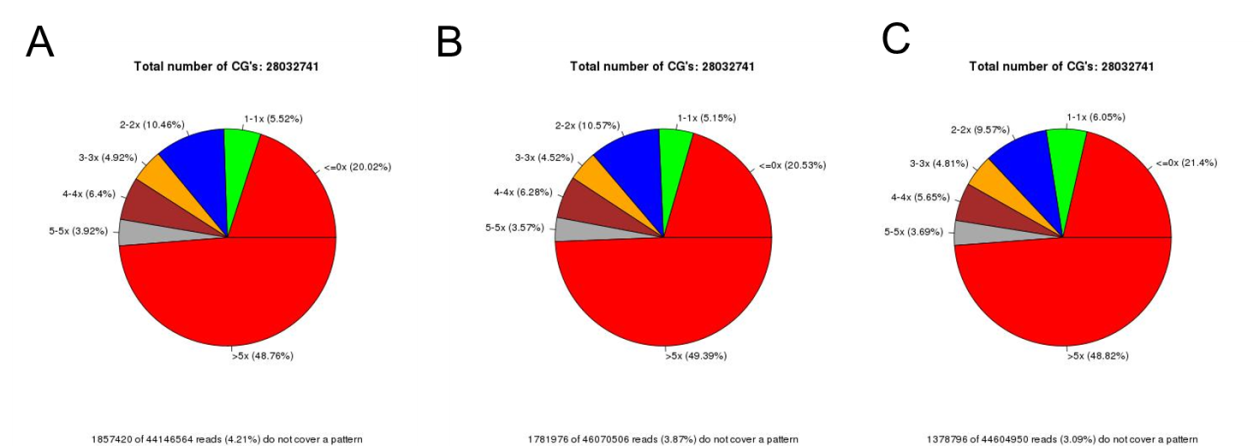

**Figure S3.** Coverage analysis of MeDIP-seq data. (A) Tongcheng pigs. (B) Landrace pigs. (C) Wuzhishan pigs.

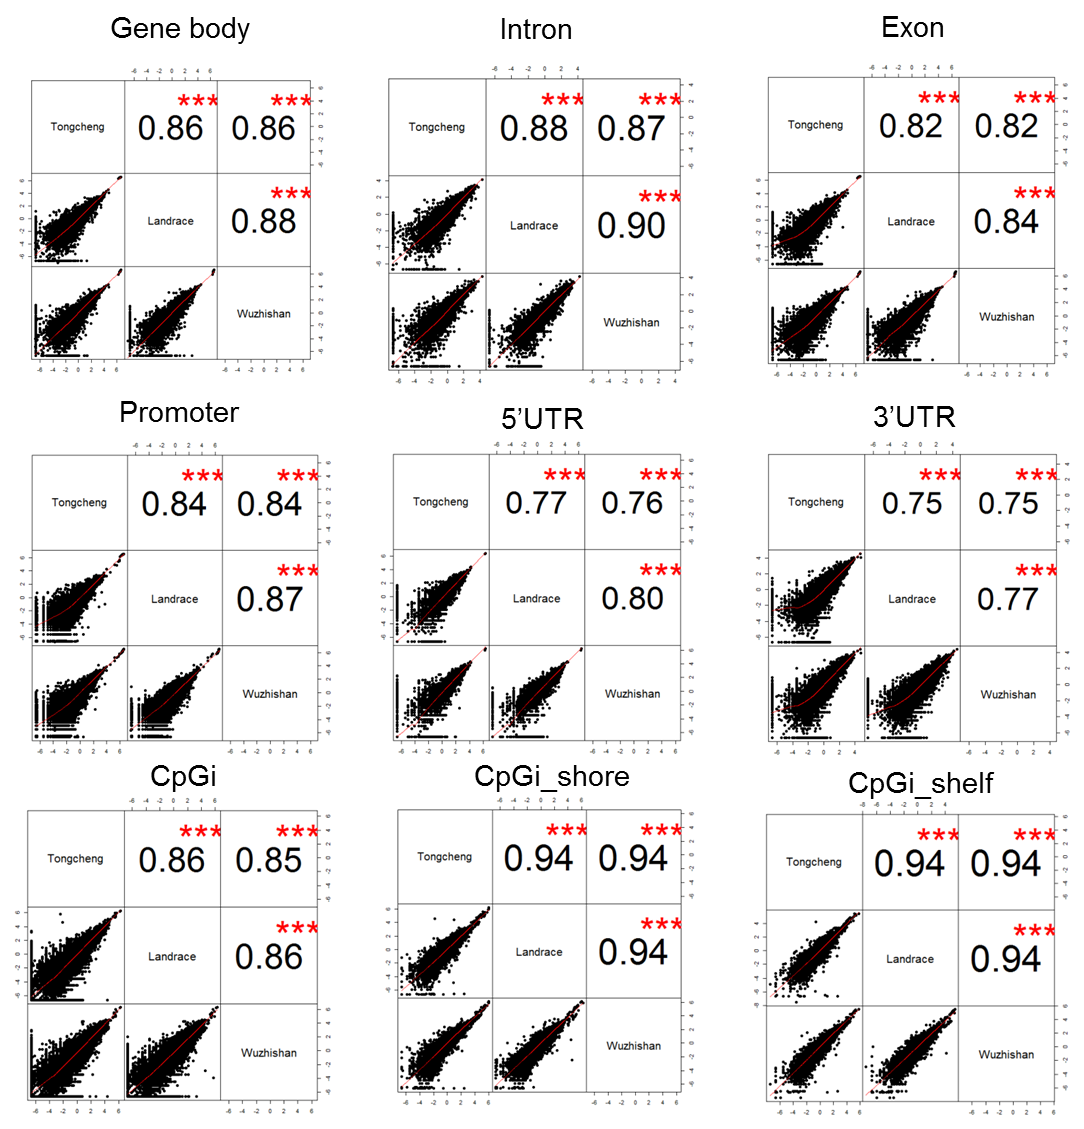

**Figure S4.** Correlation analysis of the methylome in different elements across breeds

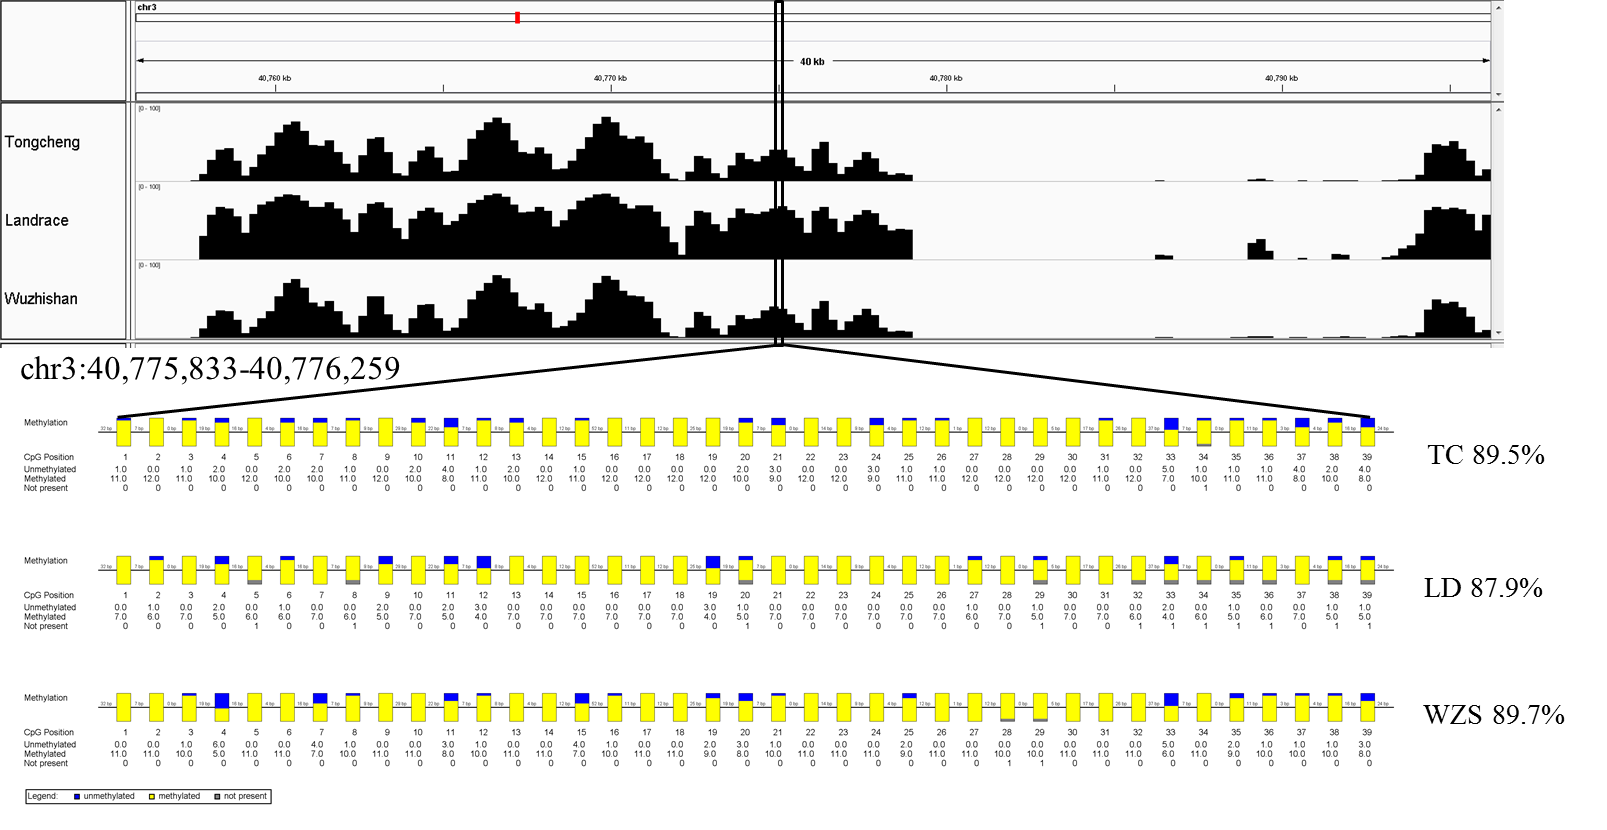

**Figure S5.** Validation of a high methylated region on Chromosome 3 from 40,775,833-40,776,259 by bisulfite sequencing PCR.

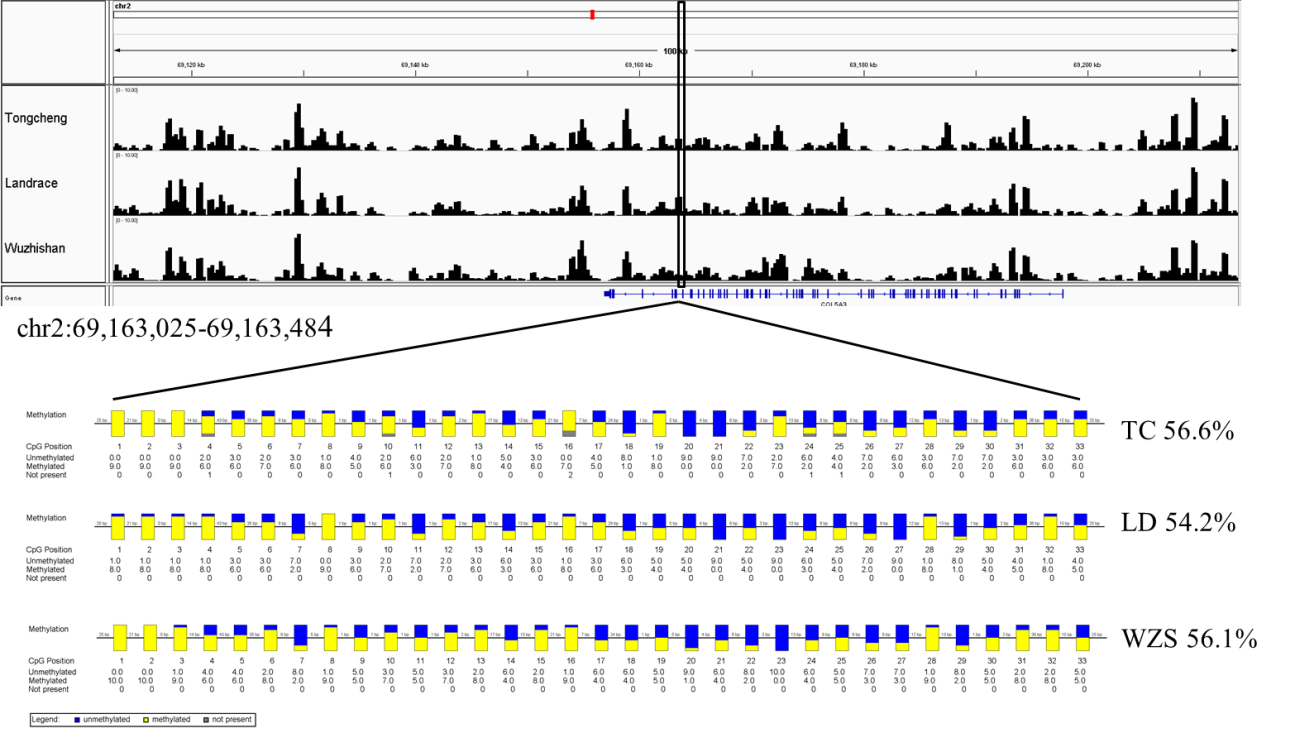

**Figure S6.** Validation of a moderate methylated region on Chromosome 2 from 69,163,025-69,163,484 by bisulfite sequencing PCR.

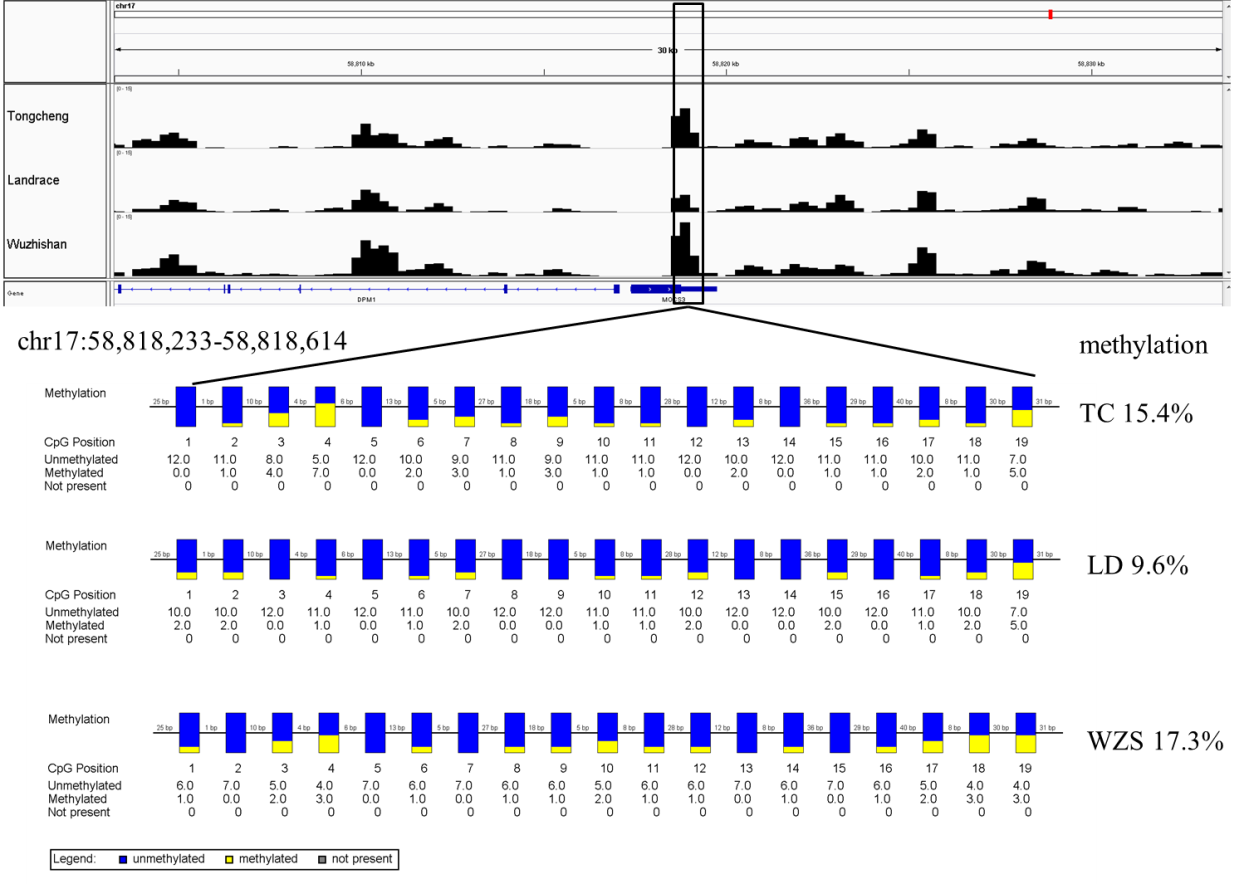

**Figure S7.** Validation of a differentially methylated region on Chromosome 17 from 58,818,233-58,818,614 by bisulfite sequencing PCR.

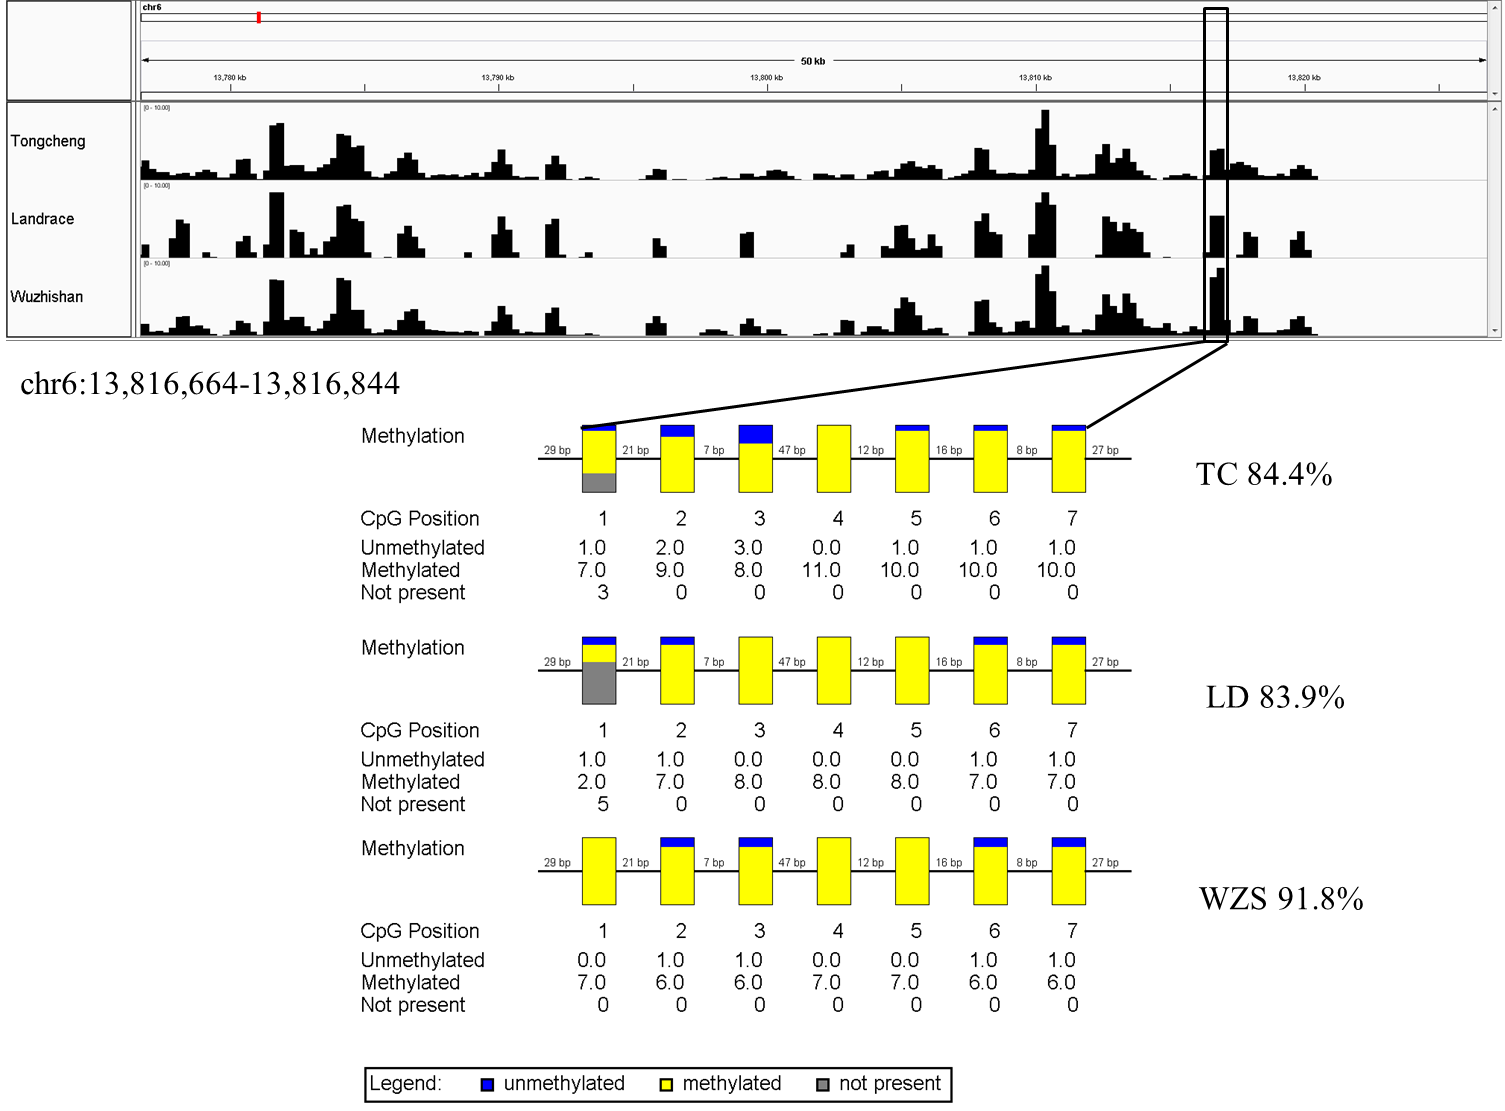

**Figure S8.** Validation of a differentially methylated region on Chromosome 16 from 13,816,664-13,816,844 by bisulfite sequencing PCR.

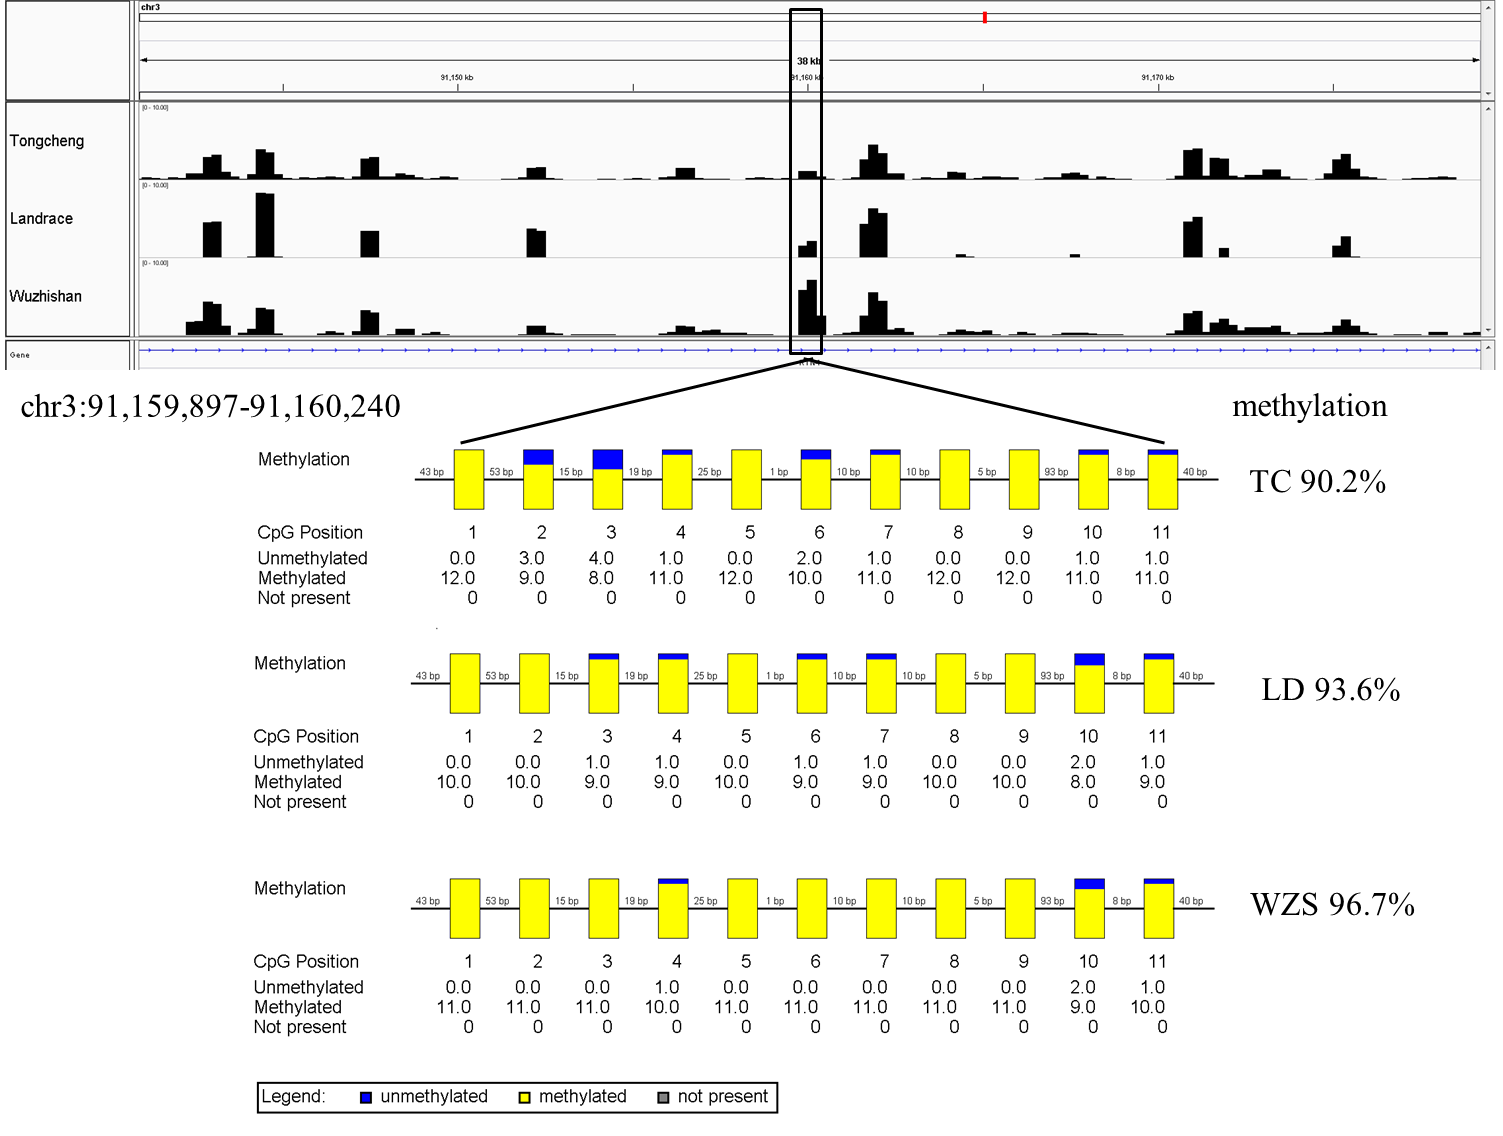

**Figure S9.** Validation of a differentially methylated region on Chromosome 3 from 91,159,897-91,160,240 by bisulfite sequencing PCR.

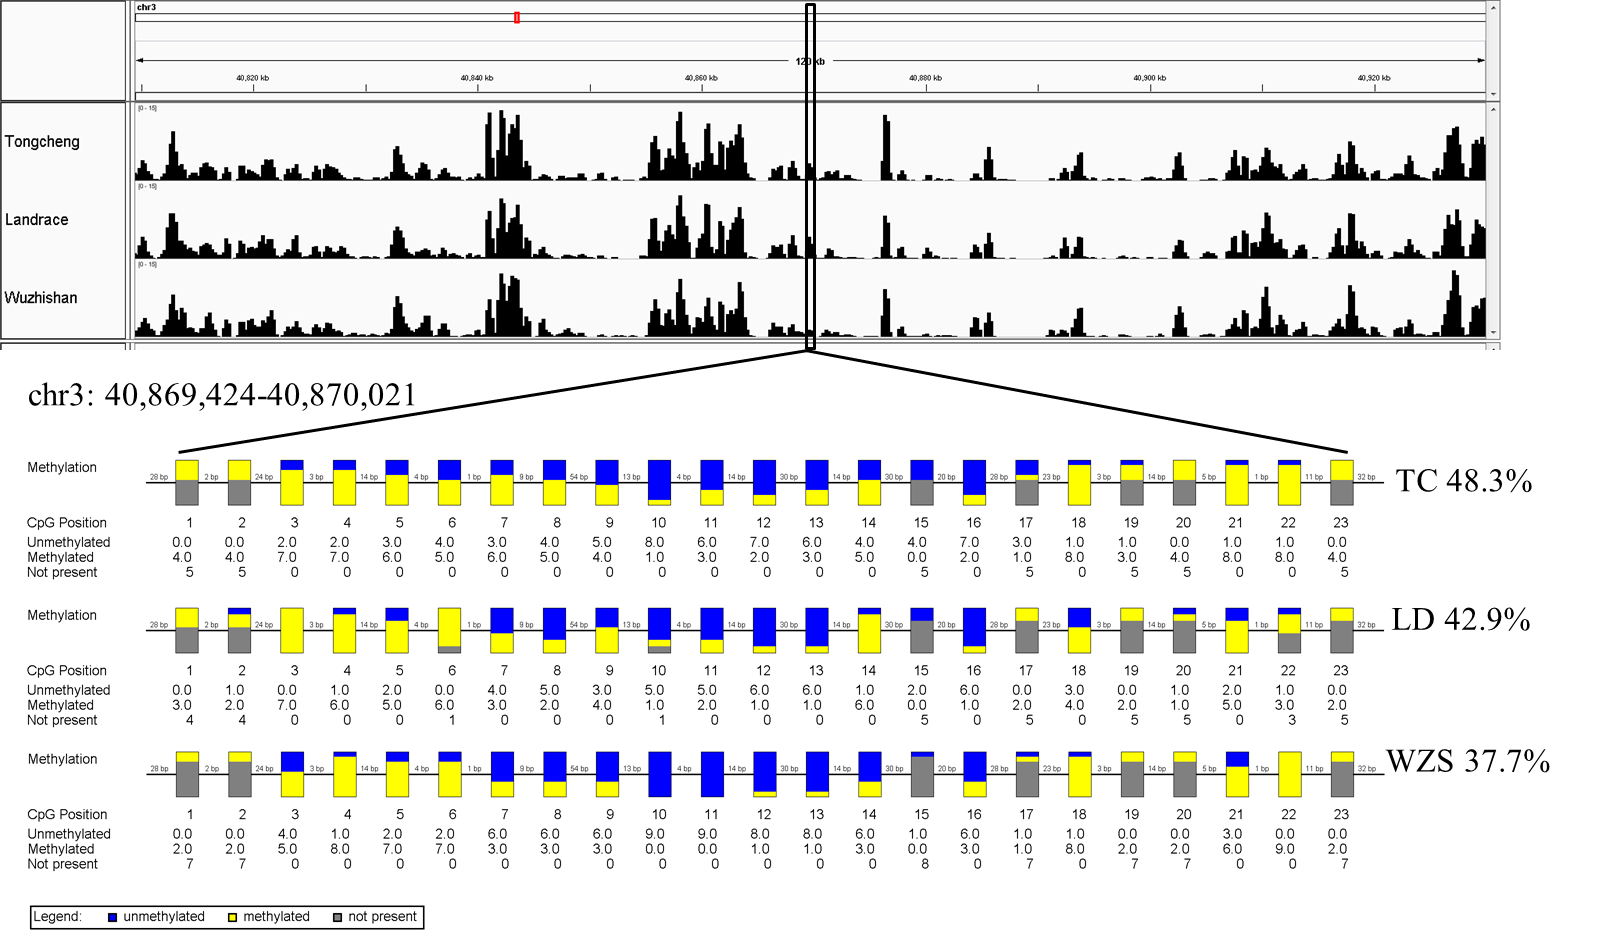

**Figure S10.** Validation of a differentially methylated region on Chromosome 3 from 40,869,424-40,870,021 by bisulfite sequencing PCR.

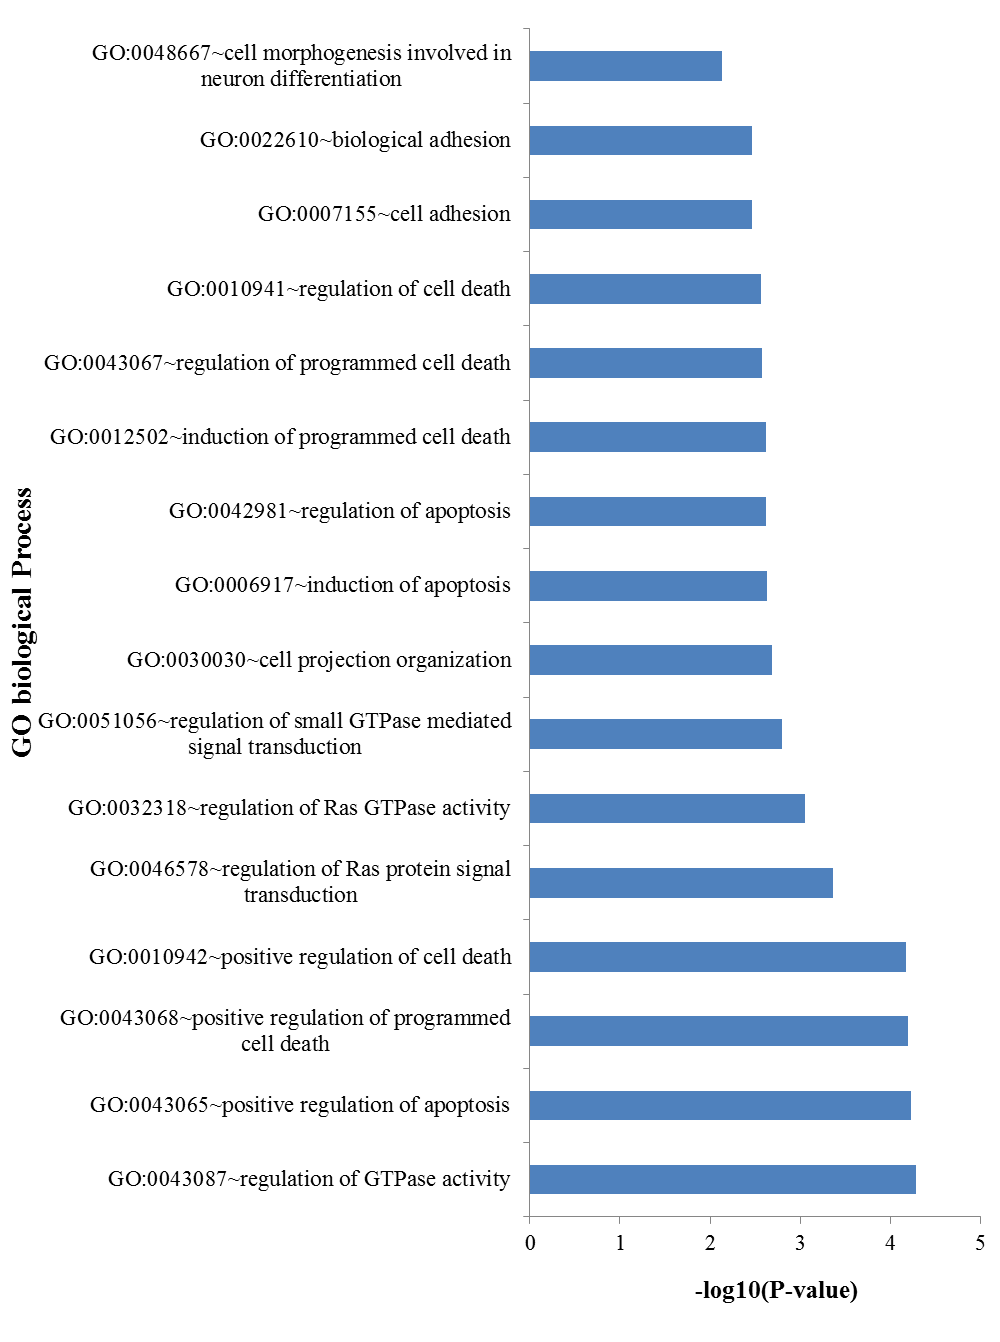

**Figure S11.** GO analysis of shared DMGs in all three comparisons.

A

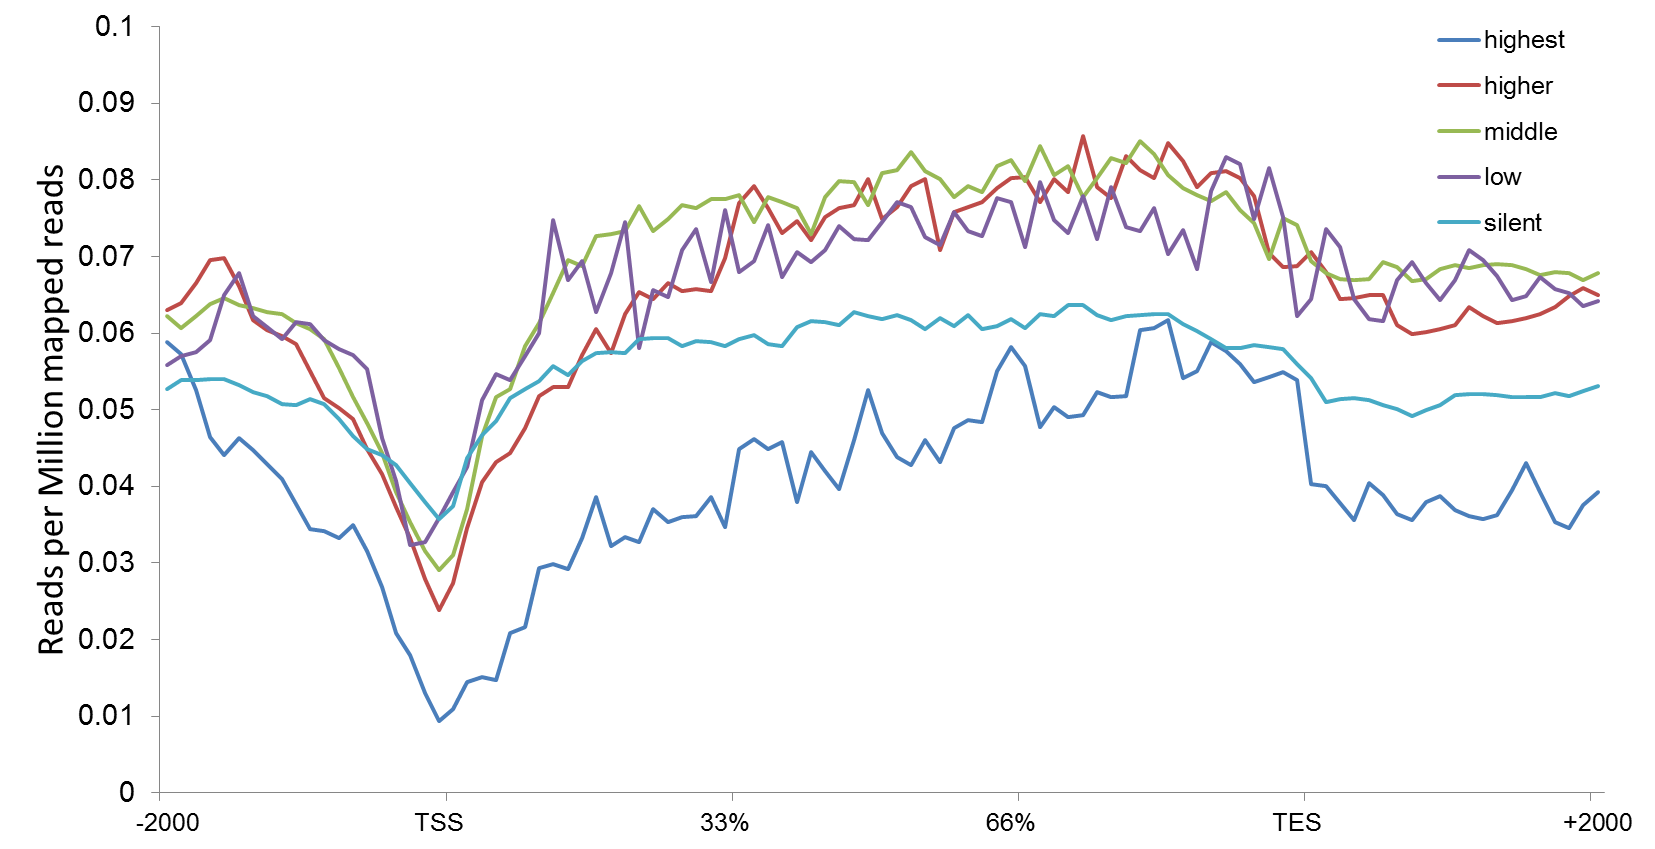

B

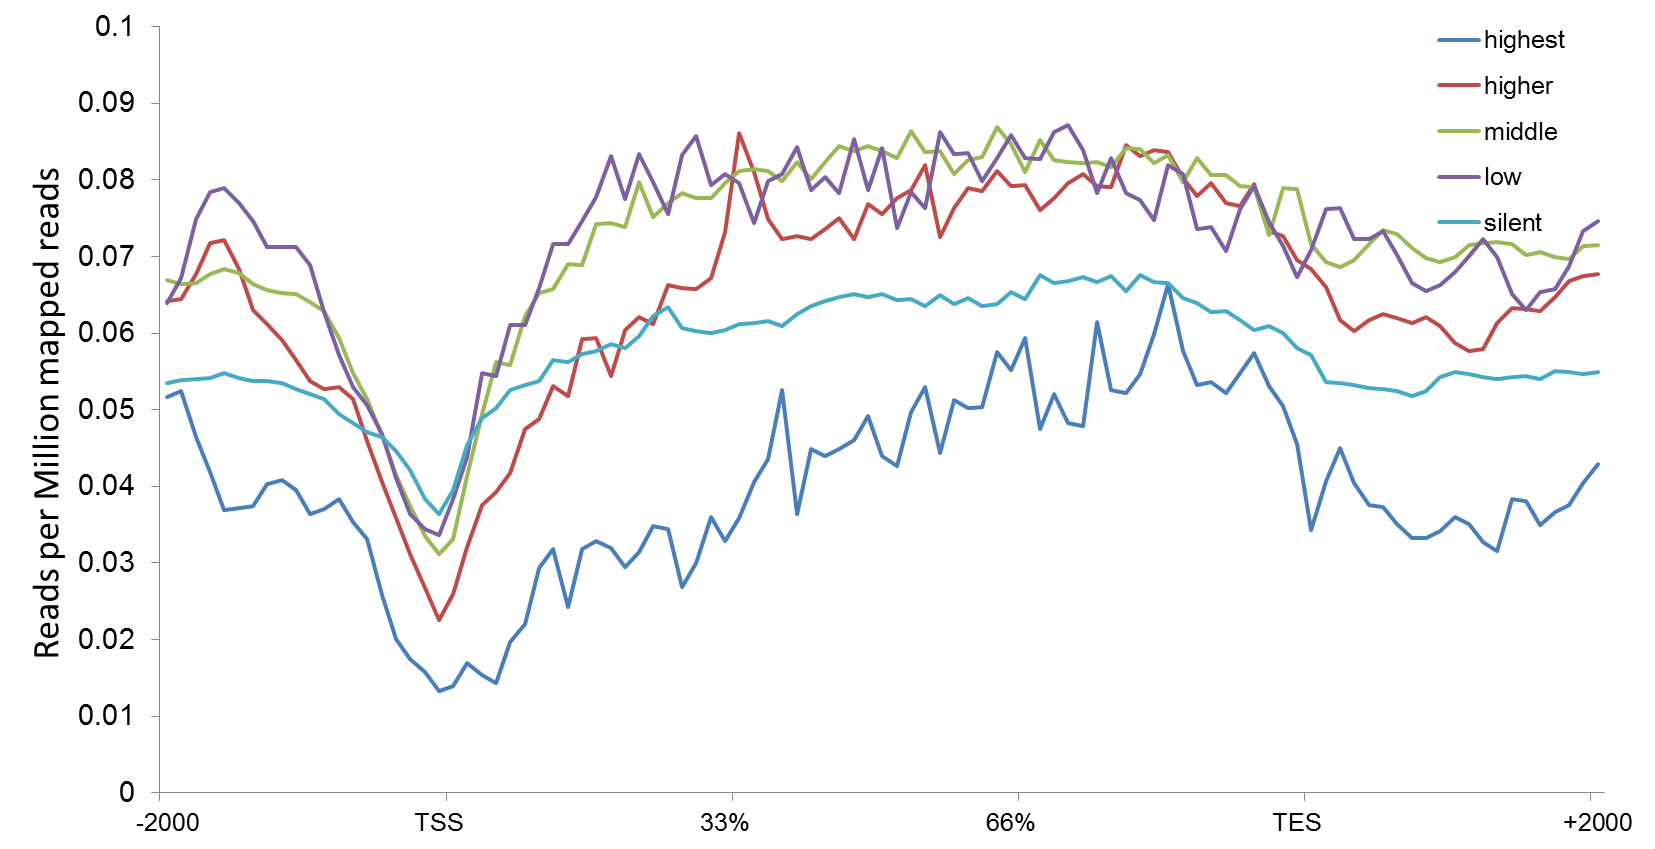

C

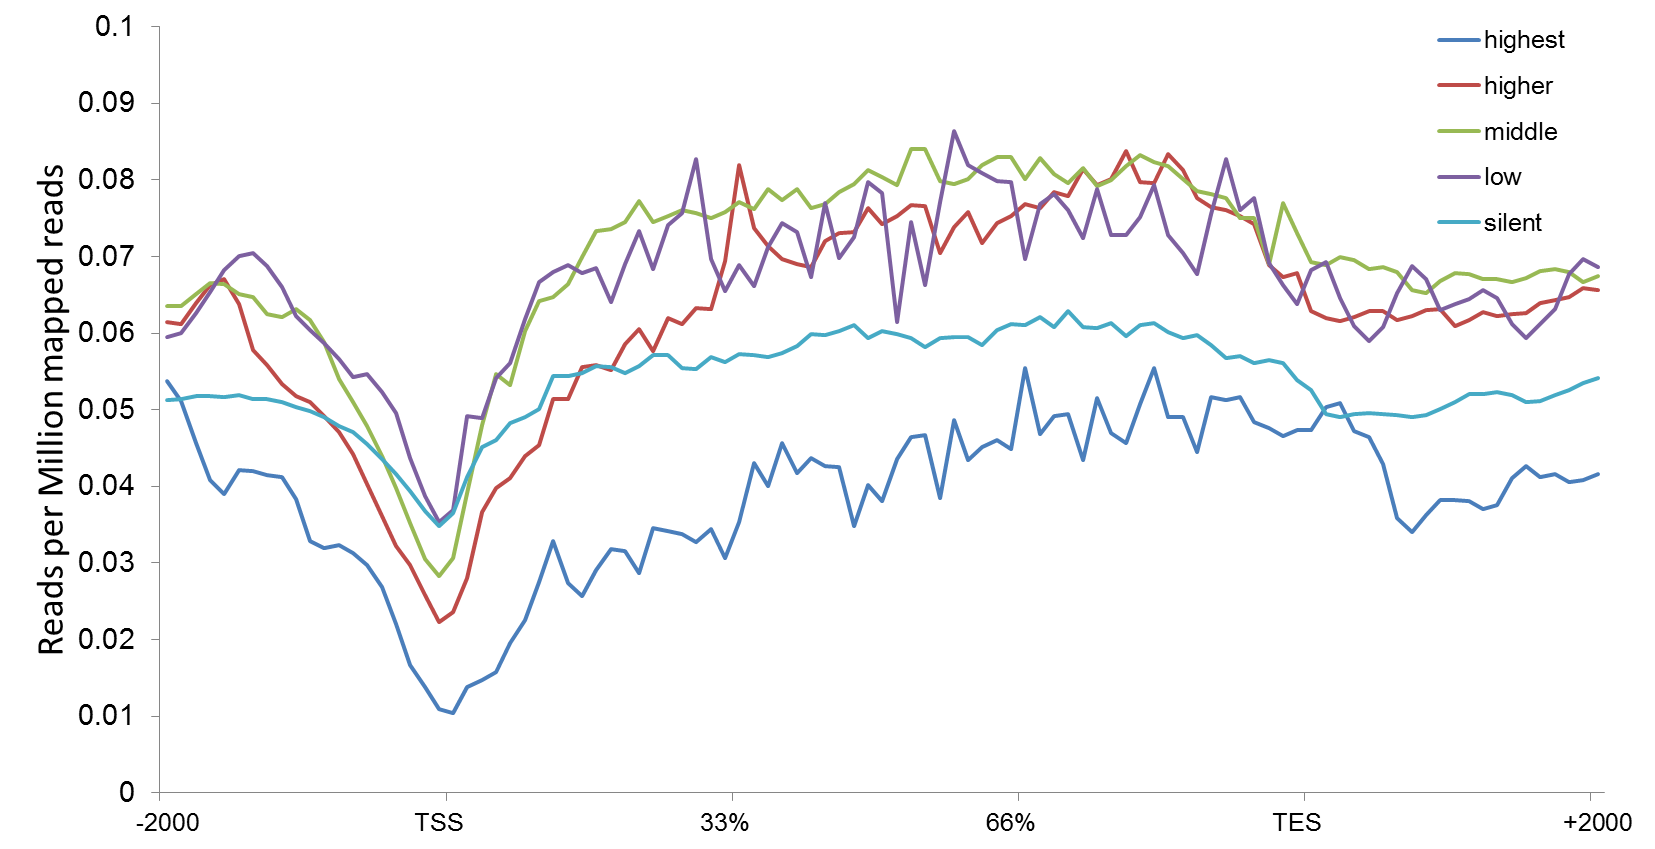

**Figure S12.** DNA methylation level distributions in the genebody region of five levels of gene expression. (A): Tongcheng pig; (B): Landrace pig, (C) : Wuzhishan pig. In upstream and downstream 2 kb regions, the regions were split into 20 non-overlapping windows, In the gene body, each gene was split into 40 equal windows, and the reads per million mapped reads was calculated for each window.

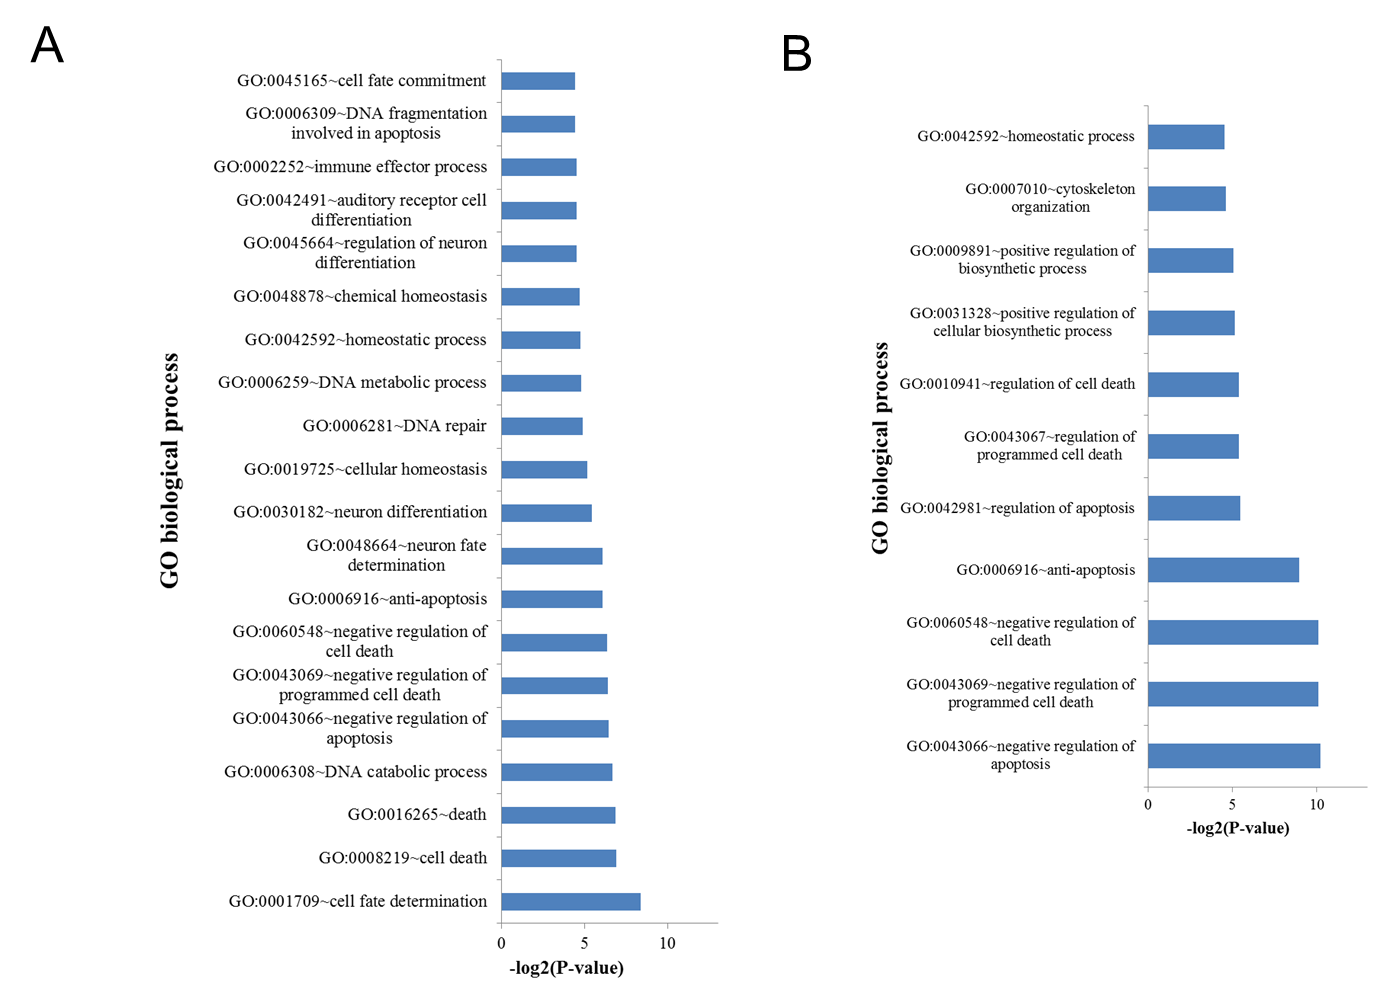

**Figure S13.** GO analysis of protein-coding genes that are neighbors of differentially methylated lncRNAs in TC vs. WZS pigs **(A)**, in LD vs. WZS pigs **(B)**

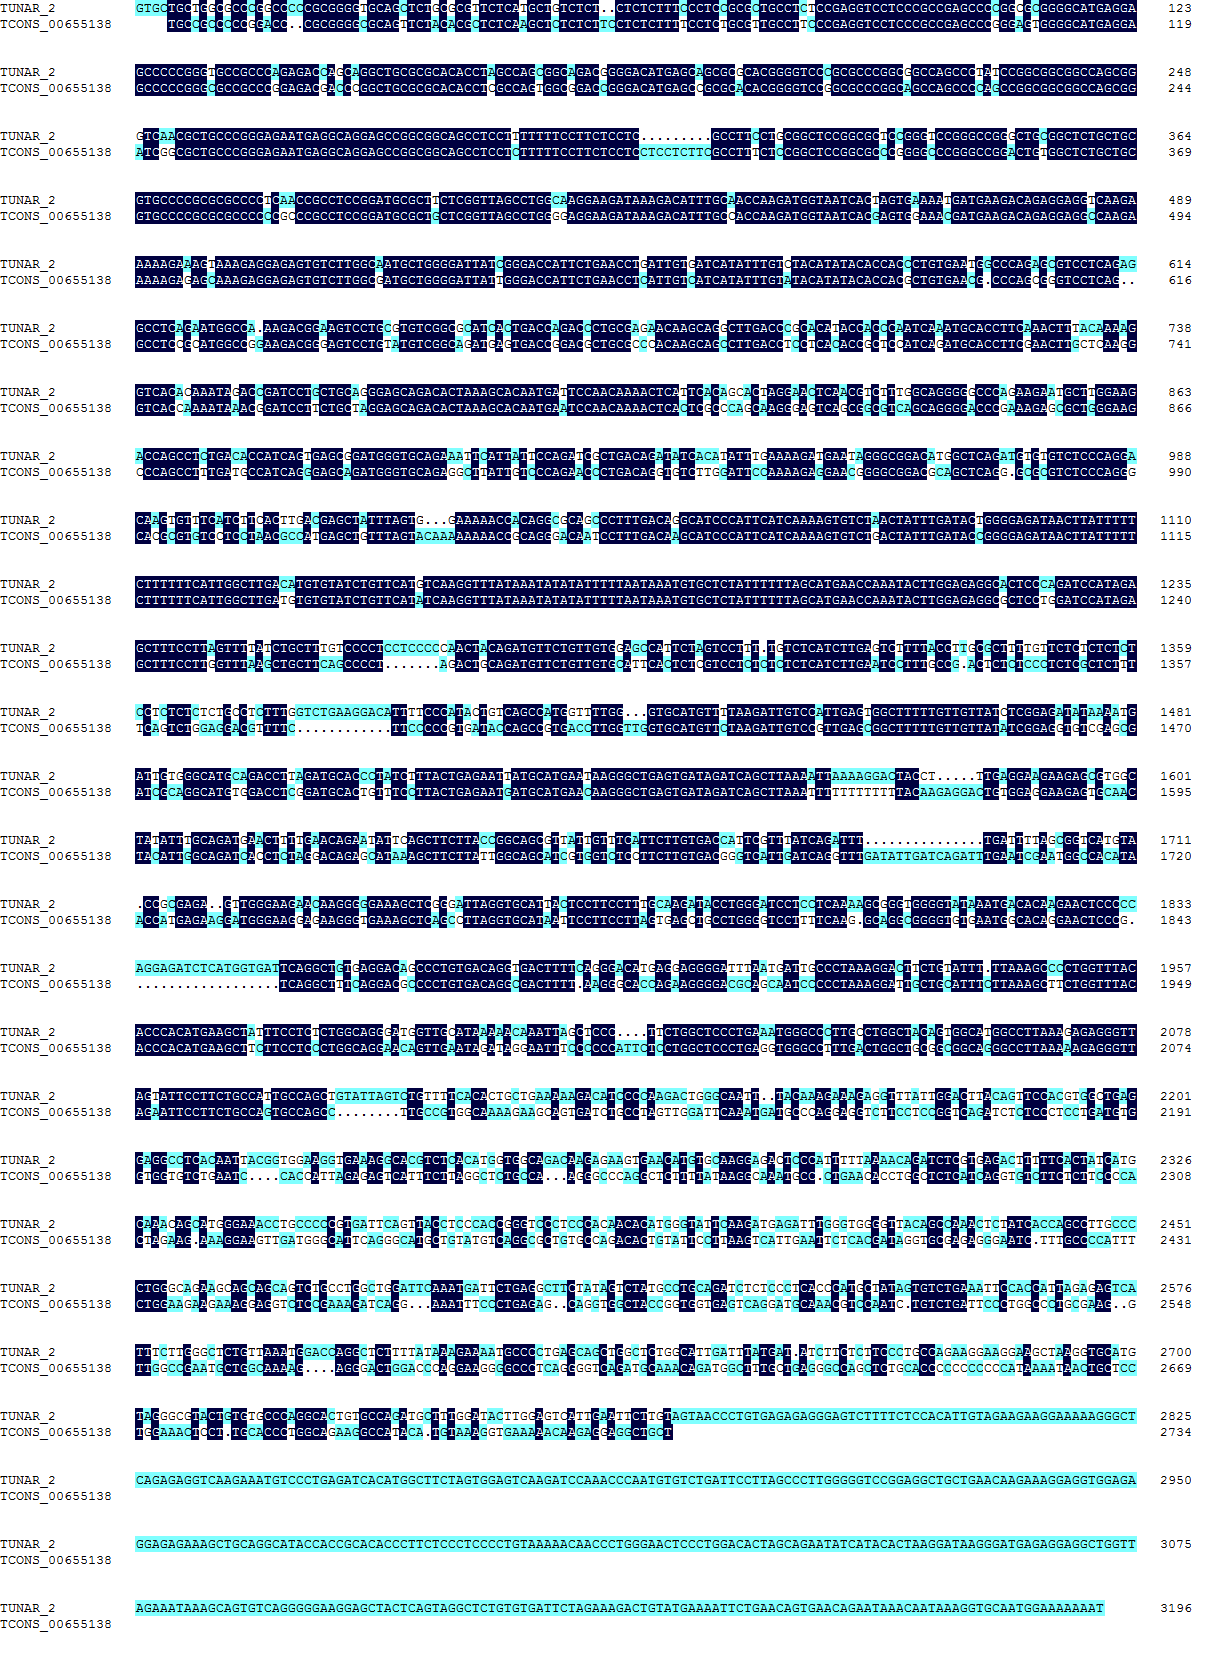

**Figure S14.** Alignment results of TCONS_00655138 with human *TUNAR* gene.

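TCONS_00655138 was listed with a low RPKM in the lncRNA catalogue libraries. It had 0 reads in longissimus dorsi of Guizhou mini-pigs at day 0, day 30 and day 240, where 3 reads would correspond to 0.0307, 0.0449 and 0.0336 RPKM. At 240 days, it had 12 reads in testis (0.114 RPKM, exact Poisson 95% interval 0.0588 to 0.199), 9 reads in ovary (0.152 RPKM, 0.0694 to 0.288) and 14 reads in adipose tissue (0.136 RPKM, 0.0741 to 0.228). Differences among these 3 organs were not tested. Liver had 1 read, and heart, spleen, lung and kidney had 0 reads. In the mixtures of RNA from multiple breeds and ages, it had 83 reads in the tissue mixture (0.280 RPKM, 0.223 to 0.347) and 12 reads in the muscle mixture (0.0697 RPKM, 0.0360 to 0.122). There was 1 library per tissue or stage, and the intervals cover counting error only. The listed lncRNAs include none with an adjacent identifier.

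**Figure D4:**
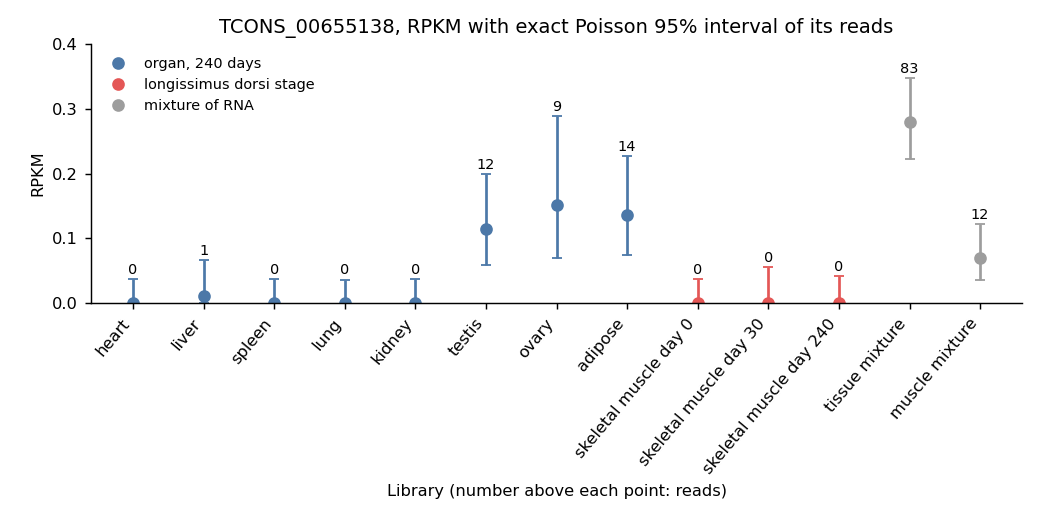
RPKM of TCONS_00655138 (vertical axis) in each of the 13 libraries (horizontal axis), with the exact Poisson 95% interval of its reads as bars and the number of reads above each point. The 3 stages of longissimus dorsi have 0 reads, and the tissue mixture has the most, 83 reads.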

How the deposited data were processed for this re-analysis (not part of the article)

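Total RNA of 13 pig libraries was analysed, 11 from single tissues of Guizhou mini-pigs (8 organs at 240 days and longissimus dorsi at day 0, day 30 and day 240) and 2 from mixtures of RNA of multiple breeds and ages. Conditions were taken from the sample labels. The MeDIP-seq, RNA-seq and miRNA-seq libraries of Tongcheng, Landrace and Wuzhishan pigs were not analysed here, so the conclusions on these breeds have no values beside them.

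The authors mapped the reads with TopHat, assembled transcripts with Cufflinks, removed annotated, short, single-exon, unreliable, coding and structural RNA transcripts, counted reads with htseq-count and deposited expression levels as RPKM, with 1 value per feature and library. The paper's text names genome assembly 10.2 for the methylation data and does not name the assembly of these libraries. It does not name which reads make up the total in RPKM. In each library the same 32420 features were listed, of which 10813 were lncRNAs and 21607 Ensembl genes.

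From the RPKM values, the total number of reads used in RPKM was recovered for each library from the ratios of values between libraries and from the length of TCONS_00655138 in the alignment of Figure S14. The numbers came out whole, with a largest distance of 4.5e-07 from a whole number. With these numbers, a length that gives whole reads in every library was found for all 29462 features above 0. With the numbers altered at random by up to 1%, it was found for 0 of 22695 features above 0 in at least 4 libraries and for 510 of 6767 features above 0 in 1 to 3 libraries. Since the smallest such length was used, the reads of the latter are lower bounds. The recovery was tested on simulated data with the same features, where the depth of 13 of 13 libraries and the length and reads of 21803 of 21897 features above 0 in at least 4 libraries were recovered. For features above 0 in 1 to 3 libraries it was 5838 of 7208. In a separate simulation, 2 libraries of equal depth were drawn from the lncRNA reads of muscle at day 0. There, the exact binomial test with the 2-fold limit called 188 of 200 lncRNAs that were changed by 4-fold and had at least 20 reads. It also called 1 of 1452 unchanged lncRNAs. The muscle libraries differ in depth and in the share of reads counted, which this simulation left out, so its false calls may not hold for them. The lncRNAs past 2-fold between muscle stages had a median of 10 reads from day 0 to day 30, 7 from day 30 to day 240 and 12 from day 0 to day 240, and the share of changes that the test calls at such depth was not measured.

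A feature was taken as expressed above 0 RPKM. Shares of lncRNAs were given with the 95% Wilson interval, and RPKM of single features with the exact Poisson 95% interval of their reads. The smallest value that the depth could show was set at 3 reads. The Poisson intervals cover counting error of the reads only, and the Wilson intervals treat the listed lncRNAs as a random sample. Neither covers differences between animals or libraries, as there was 1 library per tissue or stage. Between stages, changes of at least 2-fold on the log2(RPKM + 0.1) scale were counted for features with RPKM of at least 0.1 in at least 1 of the 2 libraries. No test between conditions was possible, and the exact binomial test on recovered reads compares libraries only. Tau was computed over the 9 organs at 240 days for features with RPKM of at least 1 in at least 1 organ. Genes with differentially methylated regions in Tables S1 to S3 were compared with 10000 random lists of the same size, matched on mean expression over the 9 organs in 20 bins. The rows of these tables at hand were used (1998 of Table S1, 1998 of Table S2 and 268 of Table S3), and the remaining rows and Tables S4 to S16 were not used here. To compare libraries at the same depth, 3620348 counted reads were drawn without replacement from each library in 20 draws.

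The features named were some of the genes that the paper gives as inversely changed in methylation and expression (UCP3, FHL1, ANK1, HDAC4 and HDAC5), network components it discusses (among them NAAA, MYO5A, GRB10 and GHR), TCONS_00655138, MALAT1 and H19, and the 2 lncRNAs with the largest rise and the 2 with the largest fall from muscle day 0 to day 240 among those with RPKM of at least 1 in either library and an intermediate value at day 30. Gene names were taken from the rows of Tables S1 to S3 at hand, which paired 6 of 11 names with a listed identifier. HDAC5, MYO5A, GHR, MALAT1 and H19 were not paired and are not reported here. The paper names more inversely changed genes in its results, which were not analysed one by one here. A further item under this rule is not reported here. The coordinates of lncRNAs were not used here.

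Alternatives were other limits of expression, other pseudocounts, filters and fold changes, and scaling of RPKM to the same total or the same median ratio. Drawing the same number of reads, the exact binomial test and matching on length were added after seeing the data. Values were computed with Python 3.11.15, numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1, and plots were drawn with matplotlib 3.10.9.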

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

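The test of depth for TCONS_00655138 was chosen only after its reads had been seen, and so was the simulation of depth for the lncRNAs with reads in a mixture only, whose Poisson test was set before its result was seen.

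The paper does not report on the 2 mixtures of RNA. In these, 290 lncRNAs had at least 3 recovered reads in a mixture and 0 reads in each of the 11 single-tissue libraries. Since they were above 0 in no library but the mixtures, their length is less well determined and their reads are lower bounds. The number 290 and the tests below rest on these reads. Of the 290, 158 had reads in both mixtures, and the highest number of reads was 91 in the tissue mixture and 33 in the muscle mixture. Depth is a technical explanation, since the mixtures were sequenced more deeply. The 11 single-tissue libraries together had 70620584 counted reads, more than either mixture. At the rate of the mixture, 0 reads in the 11 libraries had a Poisson probability under 0.001 for 246 of the 290 lncRNAs, but these lncRNAs were chosen for having 0 reads there, so this number alone cannot settle the role of depth. When the reads of every lncRNA were shared out over the 13 libraries in proportion to the counted reads, 200 simulations gave a mean of 13.7 such lncRNAs, with a range of 4 to 24. The simulation assumes that a lncRNA is expressed evenly in all libraries. Among the 3346 lncRNAs with RPKM of at least 1 in an organ, median tau was 0.895, and 48.9% had a tau of at least 0.9. The 290 had 0 reads in every organ and are not among these, so their restriction is not known. For a restricted lncRNA, the depth of the organ that expresses it matters. This depth was between 3620348 and 12394421 counted reads in the single-tissue libraries, against 32507136 in the tissue mixture. Even expression with different depth gives a small part of the 290, and the role of depth for restricted lncRNAs was not settled. Besides depth, other breeds, ages or tissues in the mixtures may account for these lncRNAs, and so may a difference in library protocol or sequencing batch. The mixtures differ from the single-tissue libraries in all of these at once, so the biological explanations cannot be told apart from depth, protocol or batch.

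TCONS_00655138, the TUNAR homolog, had 12 reads in the muscle mixture (0.0697 RPKM) and 0 reads in each of the 3 stages of longissimus dorsi of Guizhou mini-pigs. At the rate of the mixture, 17.7 reads were expected in the 3 stages together, and the Poisson probability of 0 reads was 2.1e-08. With counted reads in place of the total reads used in RPKM, 11.6 reads were expected and the probability was 9.0e-06. At the lower 95% bound of the reads in the mixture it was 0.0025. Counting error at this depth alone therefore does not account for the difference. These probabilities treat the reads as independent, cover counting error only, and come from a test chosen after the reads were seen. The paper reports that this lncRNA is higher in muscle of Wuzhishan pigs than in Tongcheng and Landrace pigs. A hypothesis is that expression of TCONS_00655138 in muscle may depend on breed or age, which the mixture combines. Protocol, batch and RNA from other cells in the mixture were not tested, and the hypothesis cannot be told apart from them.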

How the results depend on the processing

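The alternatives with the same number of counted reads, the exact binomial test and matching on length were chosen only after the data were seen, and all others before the data were examined. No paired analysis was possible because each tissue or stage had 1 library.

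The number of lncRNAs above the limit moved most with the limit itself. At RPKM of at least 0.1, it was 1508 in liver, 1714 in spleen, 1132 in muscle at day 30, 990 in muscle at day 240, 3846 in the tissue mixture and 2987 in the muscle mixture, while the other libraries and the total stayed within 1.5 times. At RPKM of at least 1, it was 369 in heart, 252 in liver, 369 in spleen, 567 in lung, 601 in kidney, 2072 in testis, 785 in ovary, 310 in adipose tissue, 268, 170 and 160 in muscle at day 0, 30 and 240, 687 in the tissue mixture and 509 in the muscle mixture, with 3400 over the single-tissue libraries and 380 over the muscle stages. Testis had the most and muscle at day 240 the fewest single-tissue lncRNAs at all 3 limits. With the muscle mixture added, 5315 lncRNAs were above 0 in muscle. With the same number of counted reads, the tissue mixture had 4175 lncRNAs, and the other libraries stayed within 1.5 times.

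For features of at least 0.1 RPKM, the median of lncRNAs became 0.310 in muscle at day 30, 0.695 in testis and 0.310 in muscle at day 240, and that of Ensembl genes became 0.912 in muscle at day 30, 3.28 in ovary and 1.04 in muscle at day 240. Median tau of lncRNAs and Ensembl genes was 0.943 and 0.611 with a pseudocount of 1, 0.838 and 0.3003 with 0.01, and 0.847 and 0.384 with RPKM scaled to the same total. With RPKM of at least 0.1 in at least 1 organ, it was 0.499 for Ensembl genes. LncRNAs had the higher median in each case. The cause of these shifts was not tested.

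For muscle stages, rises and falls are given in the order day 0 to 30, day 30 to 240 and day 0 to 240. With a pseudocount of 1, there were 52, 44 and 41 rises and 119, 54 and 111 falls. With RPKM of at least 1, there were 71, 79 and 59 rises and 181, 86 and 174 falls. With the exact binomial test, there were 276, 157 and 226 rises and 414, 249 and 509 falls. With RPKM scaled to the same median ratio, there were 886, 625 and 687 rises and 601, 868 and 628 falls, so rises outnumbered falls except from day 30 to day 240. With RPKM scaled to the same total, there were 738, 366 and 376 rises and 592, 826 and 720 falls, so rises outnumbered falls from day 0 to day 30 only. The other alternatives kept more falls than rises in all 3 comparisons. All of them, the exact binomial test included, keep the scaling by the total number of reads used in RPKM. They therefore cannot test whether the balance depends on this scaling. The cause was not tested.

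With the same number of counted reads, Spearman's rho across lncRNAs was 0.665 between the mixtures, 0.566, 0.560 and 0.527 between the muscle mixture and muscle at day 0, 30 and 240, and 0.183 between testis and the tissue mixture. Between muscle at day 0 and day 240 it stayed within the spread of the draws.

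The percentile of the Table S3 genes among random lists was 28.7 and moved to 59.2 with a pseudocount of 1, 58.8 with RPKM scaled to the same total and 82.1 with RPKM of at least 1 in at least 1 organ. The cause was not tested. The change of FHL1 from day 0 to day 240, 0.067 on the log2 scale, became -0.0103 with RPKM scaled to the same total. Among the other changes of named genes, none changed direction, 8 moved by more than their counting error and 13 did not. The 13 include TCONS_00655138, which had 0 reads at day 0 and day 240 and so could not move. Features with few reads limit the results of muscle at day 30, where 26.3% of the lncRNAs above 0 in at least 4 libraries had 1 read.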

Other observations

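The comparison with random lists for Tables S1 to S3 was planned before the data were examined, except for matching on length. The other tests in this part were set before the results they measure were seen, but after the patterns they address. Each explanation is therefore a hypothesis. The correlation of all pairs of libraries at the same depth was added after the pattern was seen.

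Testis had 6472 lncRNAs above 0 RPKM, the most of the 11 single-tissue libraries, and also the most counted reads. With the same number of counted reads drawn from each library, testis had 1.54 times as many lncRNAs as lung, the next library. Depth in counting alone therefore does not account for the rank. The paper identified the lncRNAs from these organs and muscle stages. A deeper library may have added more lncRNAs to the list, and drawing reads afterwards cannot undo that. Muscle at day 240 had the fewest. With the same number of counted reads it had 0.428 times the median of the 8 organs. After leaving out the 100 features with the most reads in each library, it had 0.515 times that median, so the reads taken by a few genes may account for a part of the low number, and neither explanation accounts for all of it. That lncRNAs are more numerous in testis and fewer in adult muscle may be biological, but the protocol of each library is not known. The pattern cannot be told apart from protocol or from the way the list was made.

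LncRNAs were more restricted to single organs than Ensembl genes, and low expression is a technical explanation because features with few reads look restricted. When Ensembl genes were drawn to match the lncRNAs on the highest RPKM over the organs, the difference in median tau was 0.359, against 0.465 without matching. Low expression may therefore account for a part of the difference, and not for all of it. LncRNAs are listed as transcripts and Ensembl features as genes, and the effect of this on tau was not tested.

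Of the lncRNAs past 2-fold between muscle day 0 and day 240, 65.5% had an adjusted p under 0.05 in the exact binomial test on recovered reads. The share was 54.5% from day 0 to day 30 and 38.7% from day 30 to day 240, where most of the changes did not pass the test. Sampling noise of the reads could account for the changes that did not pass. The test cannot tell a difference between stages from a difference between the 2 pigs or libraries.

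Of the 1638 lncRNAs at 0 in all 13 libraries, 1462 (89.3%, 95% Wilson interval 87.7 to 90.7%) had a listed lncRNA with an adjacent identifier number, against 1860 of 9175 (20.3%, 19.5 to 21.1%) of those with reads, a difference of 69.0 percentage points. A candidate explanation is that the assembly numbers transcripts of a locus in order and that reads shared by overlapping transcripts were left out in counting. In that case, a value of 0 would not mean that the lncRNA was silent. The positions of the lncRNAs, which would test this directly, were not used here.

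The 2 mixtures resembled each other more across lncRNAs (Spearman's rho 0.725) than the muscle mixture resembled any of the 3 muscle stages (highest rho 0.545, with day 0). Across Ensembl genes the order was the reverse, with a rho of 0.853 between the mixtures and 0.892 between the muscle mixture and muscle at day 0. Across lncRNAs, the difference in rho was 0.180 as deposited and 0.0989 with the same number of counted reads, so depth may account for a part of it and not for all of it. Library protocol, batch, or breeds shared by the mixtures may account for the rest. These were not tested.

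Testis and the tissue mixture had the lowest rho across lncRNAs of all 78 pairs of libraries, 0.0755. With the same number of counted reads drawn from each library, it was 0.183 and still the lowest of the 78 pairs, followed by testis and the muscle mixture with 0.209. Each pair with testis ranked among the lowest 12, the highest of them being adipose tissue with 0.303. The low rho was thus shared by testis with every library and alone does not point to the mixture. A hypothesis is that the tissue mixture may contain no or little testis RNA. Features restricted to an organ (tau of at least 0.9) were summed in the mixture and in that organ. For 767 Ensembl genes restricted to testis, the summed RPKM in the mixture was 0.00708 times that in testis. For the other 8 organs, muscle included, this ratio ranged from 0.0275 in ovary to 0.923 in heart, with a median of 0.152. The ratio for testis was 0.0465 times this median. Of the 767 genes, 517 (67.4%) were above 0 RPKM in the mixture, so these genes were low there and not all absent. For 1282 lncRNAs restricted to testis, the ratio was 0.00762, and for the other organs it ranged from 0.0309 in adipose tissue to 2.13 in muscle, with a median of 0.0937. Adipose tissue and ovary (0.0374) were also well below this median. The labels do not name the tissues in the mixture, and a testis from animals of another age is not excluded.

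Genes with differentially methylated regions in the rows of Tables S1 to S3 at hand were compared with random lists matched on mean expression, as the difference between muscle at day 240 and the median of the 8 organs. For 1031 genes of Table S1 (Tongcheng against Landrace pigs), the median difference was -1.02 on the log2 scale, against -0.73 in random lists. For 818 genes of Table S2 (Tongcheng against Wuzhishan pigs), it was -1.07 against -0.75. Both medians were at percentile 0 of 10000 random lists, that is, lower than in each of them. For 219 genes of Table S3 (Landrace against Wuzhishan pigs), the median was -0.54 against -0.49, at percentile 28.7. When the lists were also matched on recovered transcript length, the percentile of the differentially methylated genes was 30.0 in Table S3, and in the tables of both comparisons with Tongcheng pigs it was 0. With other settings, the percentile for Table S3 was 59.2 with a pseudocount of 1, 58.8 with RPKM scaled to the same total and 82.1 with RPKM of at least 1 in at least 1 organ. The rows at hand were only a part of each table. They numbered 1998, 1998 and 268 for Tables S1, S2 and S3, and 1586, 1221 and 268 of them lay in genes. The percentiles hold for these rows and not for the paper's full lists. A hypothesis is limited to the rows at hand of the comparisons with Tongcheng pigs. It is that regions differing in methylation may lie more often in genes that adult muscle expresses less than other organs. The Landrace against Wuzhishan rows at hand did not show this. They were fewer and all lay in genes, so whether that comparison differs from the others was not tested. The length of the genes in the genome, which affects how many regions a gene can contain, could not be tested. The lists of Tables S1 and S2 share the Tongcheng pigs and are not independent.

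In longissimus dorsi of Guizhou mini-pigs, 2875 lncRNAs were above 0 RPKM in at least 1 of the 3 stages, and 5315 with the muscle mixture added. The paper's number of lncRNAs expressed in muscle of Tongcheng, Landrace and Wuzhishan pigs is 5595, from other libraries.

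Of the genes the paper names in its comparison of breeds, FHL1 had 362, 117 and 379 RPKM in muscle at day 0, day 30 and day 240, higher than in each of the 8 organs, where adipose tissue was highest with 48.8 RPKM. ANK1 rose from 9.87 RPKM at day 0 to 29.8 at day 30 and 29.1 at day 240, and heart was the highest of the 8 organs with 21.4 RPKM. UCP3 had 2.63 RPKM in muscle at day 0, 4.76 at day 30 and 1.85 at day 240, and adipose tissue was the highest of the 8 organs with 3.82 RPKM. GRB10 had 4.03 RPKM at day 0, 1.91 at day 30 and 2.90 at day 240, and heart was the highest organ with 2.41 RPKM. HDAC4 had 0.456 RPKM at day 0, 0.519 at day 30 and 0.143 at day 240, the last lower than in each of the 8 organs. NAAA had 1.36 RPKM at day 0, 0.616 at day 30 and 0.488 at day 240, and reached 84.3 RPKM in kidney.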
